# The effect of Rbfox2 modulation on retinal transcriptome and visual function

**DOI:** 10.1038/s41598-020-76879-5

**Published:** 2020-11-12

**Authors:** Lei Gu, Riki Kawaguchi, Joseph Caprioli, Natik Piri

**Keywords:** Cell biology, Molecular biology, Neuroscience

## Abstract

Rbfox proteins regulate alternative splicing, mRNA stability and translation. These proteins are involved in neurogenesis and have been associated with various neurological conditions. Here, we analyzed Rbfox2 expression in adult and developing mouse retinas and the effect of its downregulation on visual function and retinal transcriptome. In adult rodents, Rbfox2 is expressed in all retinal ganglion cell (RGC) subtypes, horizontal cells, as well as GABAergic amacrine cells (ACs). Among GABAergic AC subtypes, Rbfox2 was colocalized with cholinergic starburst ACs, NPY (neuropeptide Y)- and EBF1 (early B-cell factor 1)-positive ACs. In differentiating retinal cells, Rbfox2 expression was observed as early as E12 and, unlike Rbfox1, which changes its subcellular localization from cytoplasmic to predominantly nuclear at around P0, Rbfox2 remains nuclear throughout retinal development. *Rbfox2* knockout in adult animals had no detectable effect on retinal gross morphology. However, the visual cliff test revealed a significant abnormality in the depth perception of *Rbfox2*-deficient animals. Gene set enrichment analysis identified genes regulating the RNA metabolic process as a top enriched class of genes in *Rbfox2*-deficient retinas. Pathway analysis of the top 100 differentially expressed genes has identified Rbfox2-regulated genes associated with circadian rhythm and entrainment, glutamatergic/cholinergic/dopaminergic synaptic function, calcium and PI3K-AKT signaling.

## Introduction

The family of RNA binding protein, fox-1 (Rbfox) homolog includes three evolutionarily conserved members, Rbfox1, Rbfox2 and Rbfox3, that regulate cell- or tissue-specific alternative splicing at different developmental stages. Alternative splicing is an important mechanism to generate greater proteomic diversity from a fixed genome; disruptions of normal programs of splicing regulatory networks have been associated with various human diseases, including neurological disease^1^. Rbfox proteins have a single RNA recognition motif (RRM) type RNA binding domain that facilitates its association with the *(U)GCAUG* element located in alternatively spliced exons or in flanking introns. Typically, binding of Rbfox downstream of the alternative exon promotes its splicing, whereas binding to an upstream element, or an element within the exon, represses exon inclusion. High-throughput sequencing of RNA isolated by crosslinking immunoprecipitation (HITS-CLIP) and integrative modeling defined 1059 direct Rbfox target alternative splicing events that regulate global dynamic splicing changes during mouse brain development^2^. Rbfox is a family of multifunctional proteins; in addition to regulating alternative splicing, they control mRNA stability and translation efficiency^3^. For instance, Rbfox2 mediates transcriptional repression via interaction with chromatin‐associated nascent RNA, often near gene promoters and its functional interplay with polycomb repressive complex 2, which methylates histone H3 and is required for epigenetic gene silencing^4^. The functional diversity of Rbfox proteins in regulating RNA metabolism is supported by the expression of number of isoforms for each family member^3,5^. For instance, alternatively spliced mouse Rbfox1 without exon 19 generates a nuclear isoform with a nuclear localization signal (NLS). Rbfox1 isoform with exon 19 has no NLS and consequently localizes to the cytoplasm. Nuclear Rbfox1 regulates splicing events, whereas the cytoplasmic isoform is associated with mRNA stability and translation efficiency^6^.

Our interest in expression and function of *Rbfox* genes in the retina originates from the study that was designed to obtain and characterize the retinal ganglion cell (RGC) transcriptome^7^. RGC transcriptome analyses can provide important information about normal RGC function, the differences between RGC subtypes, and the pathophysiology of optic neuropathies associated with RGC degeneration. Ganglion cells are the projection neurons of the retina; they receive visual information from photoreceptors via bipolar and amacrine cells (AC) and convey this information to postsynaptic targets in the brain. Transcriptome and functional classification of mouse RGCs identified 40 and at least 32 groups of RGCs, respectively^8,9^. The dendritic arbors of each RGC subtype tile the entire retinal surface so specific features of the image can be detected and communicated to the brain^10^. Dysfunction and degeneration of RGCs and their axons in the optic nerve lead to loss of vision in various optic neuropathies. The most common form of optic neuropathies, glaucoma, affects more than 70 million people worldwide and is the leading cause of irreversible blindness^11^.

Investigating Rbfox proteins in the retina is of particular interest to us since they are known to regulate extensive genetic networks in developing and mature neurons. Mutations and deficiencies in Rbfox gene expression have been associated with several neurological conditions including autism spectrum disorder (ASD), mental retardation, epilepsy, ADHD, bipolar disorder, schizoaffective disorder and schizophrenia^12–15^. Recently, we reported our findings on the expression pattern of Rbfox1 in the retina, evaluated changes in the retinal transcriptome and visual function in response to Rbfox1 downregulation^16^. The current work is a continuation of our study on the role of Rbfox proteins in the retina and presents data on the comprehensive analysis of Rbfox2 expression in differentiating and adult mouse retinas, as well as the effect of *Rbfox2* downregulation on the retinal transcriptome and on visual function such as pupillary light reflex and depth perception.

## Results

### Expression of Rbfox2 in adult and developing retinas

#### Rbfox2 is expressed in RGCs, ACs and horizontal cells (HCs) of adult mouse retinas

The spatial expression pattern of Rbfox2 in adult mouse retinas was analyzed by immunohistochemistry with anti-Rbfox2 antibodies. Rbfox2 immunostaining was restricted to cells located in the ganglion cell layer (GCL) and inner nuclear layer (INL) of the retina (Fig. 1). Double immunostaining with Rbfox2 and RGC marker Rbpms showed that virtually all Rbpms-labeled RGCs are also Rbfox2^+^ (Fig. 1A; pointed with yellow arrows). In addition to Rbfox2^+^ RGCs, there were Rbfox2-stained cells in the GCL that were not labeled with anti-Rbpms antibodies suggesting that Rbfox2 is also expressed in displaced ACs (dACs; Fig. 1A; pointed with green arrows). The GCL in rodent retinas contains two types of neurons, RGCs and displaced ACs (dACs), in a ratio of approximately 1:1: ~ 45% RGCs and ~ 55% dACs are present in mouse retinas; in rat retinas, these cells are in ~ 50:50 ratio; and in hamster retinas, there are 56% RGCs and more than 40% dACs^17–20^. In the INL, which contains cell bodies of horizontal cells (HCs), bipolar cells and ACs, as well as Muller glial cells, Rbfox2^+^ cells were mostly localized to two rows of cells proximal to the inner plexiform layer (IPL). ACs of the mouse retina form two to four rows of cells at the inner margin of the INL^17,21^, suggesting that Rbfox2^+^ cells in the INL are ACs. Indeed, these cells were colocalized with AP-2α, an AC marker^22^; virtually all AP-2α^+^ cells were also stained for Rbfox2 (Fig. 1B; pointed with yellow arrows). However, there were very few Rbfox2^+^ cells that were AP-2α^−^ (Fig. 1B; pointed with green arrows). Furthermore, Rbfox2 was also expressed in sparsely distributed cells in the INL that were adjacent to the outer plexiform layer (OPL). These cells were colocalized with calbindin^+^ HCs (Fig. 1C; pointed with yellow arrows). Calbindin is commonly used as a marker for both ACs and HCs in the mouse retina. The anti-calbindin antibodies generated against calbindin C-terminal peptide that we used in this immunostaining appears to label HCs much stronger than ACs^23,24^. Double staining with antibodies against Rbfox2 and Rbfox1 was performed to evaluate the extent of potential overlap in expression of Rbfox2 and Rbfox1 in the retina (Fig. 1D; pointed with green arrows). Many cells in the INL and GCL express both isoforms, however significant differences are evident: Rbfox2 but not Rbfox1 is expressed in HCs and there is a wider distribution of Rbfox2^+^ cells particularly in the INL. There are also cells in the GCL that express only Rbfox2 and, since all RGCs express Rbfox1^16^, these Rbfox2^+^ cells must be subtypes of dACs (Fig. 1D; pointed with green arrows). It should be noted that typically all GCL cells are Rbfox2^+^, however, in some retinal sections we occasionally see cells in the GCL that are Rbfox2^−^ (Fig. 1D; pointed with blue arrows). Since retinal sections represent a small portion of the tissue and may not accurately represent the entire retina, whole mounted retinas were used for quantitative analysis of Rbfox2^+^ cells. Rbfox2^+^/Rbpms^+^ and Rbfox1^+^/Rbfox2^+^ cells were counted in the superior, inferior, nasal and temporal quadrants of the retinas 1 mm from the center of the optic nerve (Fig. 2). Almost half of Rbfox2^+^ cells (868.67 ± 25.08 cells/mm^2^) were colocalized with Rbpms (4200 ± 24.99 cells/mm^2^). Virtually 100% of RGCs (Rbpms^+^ cells) were Rbfox2^+^ (Fig. 2A). Colocalization of Rbfox1^+^ and Rbfox2^+^ cells showed extensive overlap in their expression in the GCL but approximately 6–7% of cells express only Rbfox2 (Fig. 2B).

**Figure 1:**
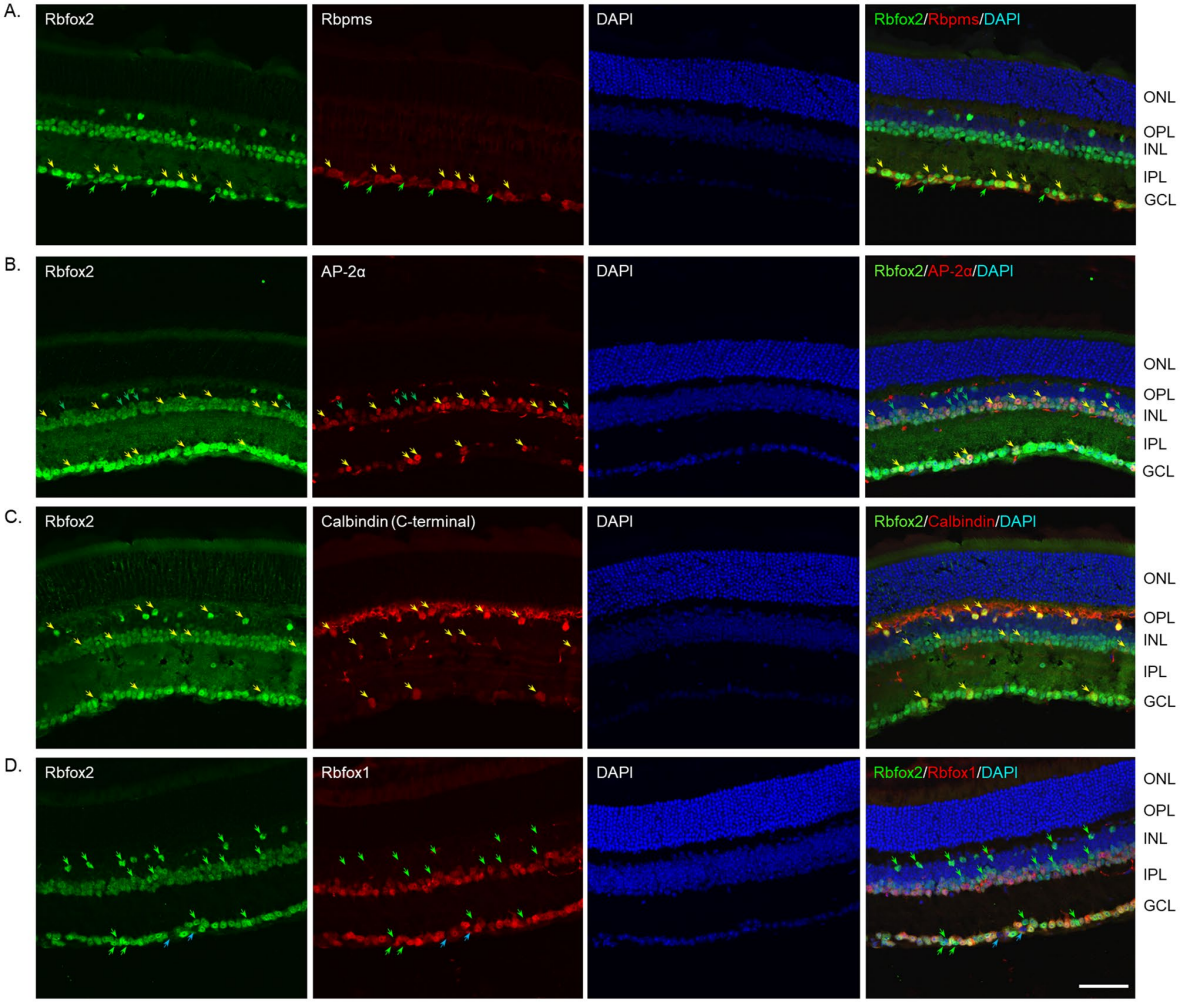
Rbfox2 expression in adult mouse retina. Rbfox2 immunoreactivity was present in the ganglion cell layer (GCL) and inner nuclear layer (INL) of the retina. In the INL, which contains cell bodies of horizontal cells (HCs), bipolar cells and amacrine cells (ACs), as well as Muller glia cells, Rbfox2^+^ cells were primarily localized in 2–3 rows of cells proximal to the inner plexiform layer (IPL) and in sparsely distributed cells adjacent to outer plexiform layer (OPL). (**A**) In the GCL, Rbfox2 was colocalized with Rbpms^+^ RGCs (yellow arrows). Green arrows point at Rbfox2^+^/Rbpms^−^. (**B**) Virtually all AP-2α^+^ cells (AP-2α is an AC marker) were Rbfox2^+^ (yellow arrows). Very few Rbfox2^+^ cells were AP-2α^−^ (green arrows). (**C**) Rbfox2 was also expressed in calbindin^+^ HCs (yellow arrows). (**D**) A significant overlap in Rbfox1 and Rbfox2 expression within INL and GCL was observed. However, Rbfox2^+^ cells were more widely distributed among ACs in the INL and GCL than Rbfox1^+^ cells. Furthermore, Rbfox2 but not Rbfox1 was expressed in HCs. Green arrows point at Rbfox2^+^/Rbfox1^−^ cells in the GCL and INL. Very few cells in the GCL appeared to be Rbfox2^−^ (blue arrows). ONL, outer nuclear layer, DAPI; 4′,6-diamidino-2-phenylindole. Scale: 50 µm.

**Figure 2:**
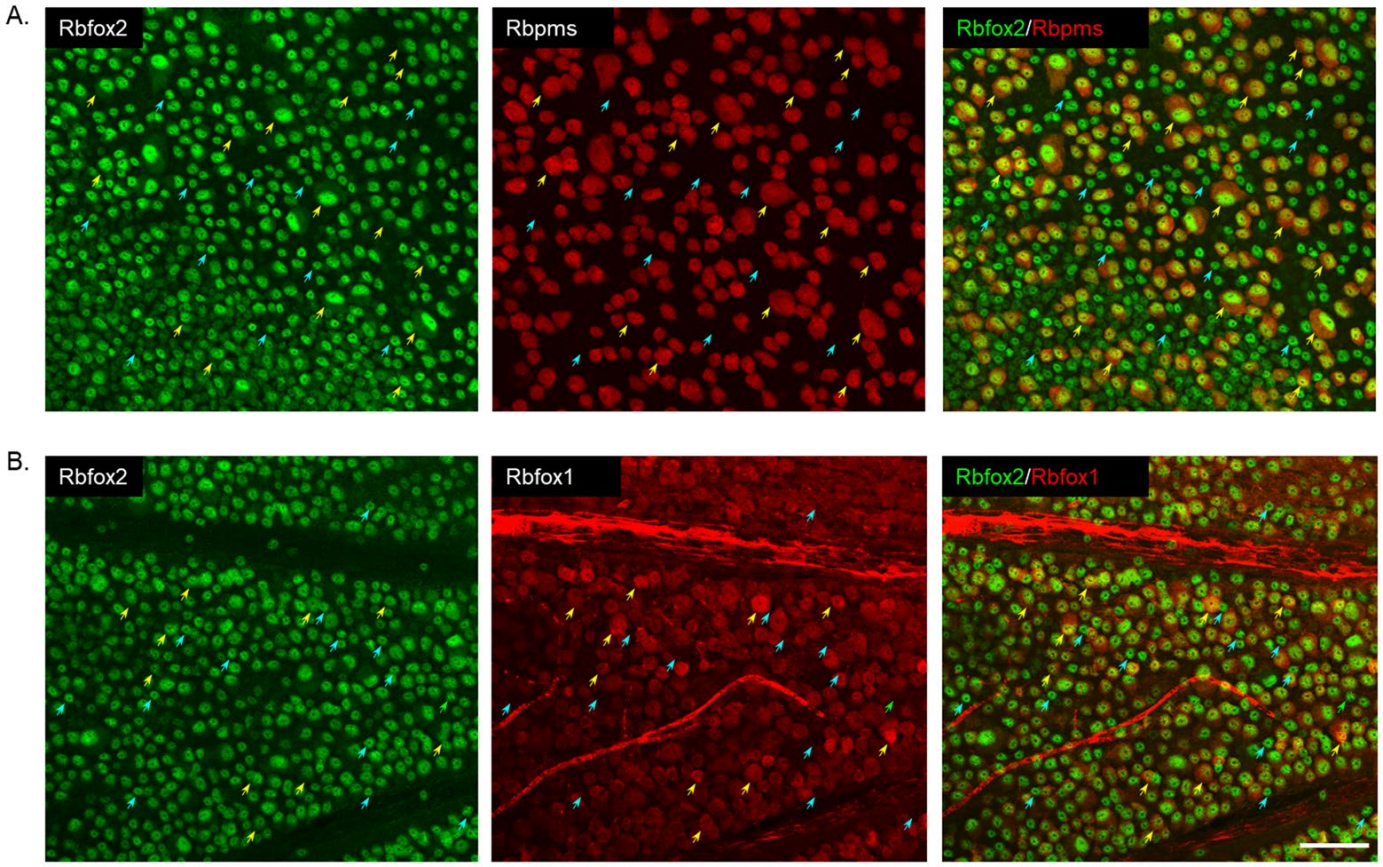
Colocalization of Rbfox2 with Rbpms and Rbfox1 in whole mount retina. (**A**) Rbfox2 was expressed in all Rbpms^+^ RGCs (yellow arrows). Rbfox2^+^/Rbpms^−^ cells (dACs) are indicated by blue arrows. (**B**) A significant overlap in Rbfox1 and Rbfox2 expression was observed (yellow arrows point at some Rbfox1^+^/Rbfox2^+^ cells). However, approximately 6–7% of cells express Rbfox2 but not Rbfox1 (blue arrows). Scale: 50 µm.

#### Rbfox2 is expressed in GABAergic ACs

ACs are inhibitory interneurons, which represented in the mammalian retina by morphologically and functionally diverse cell types. Based on the type of neurotransmitter that ACs synthesize and use for their function, they can be classified into two groups: wide-field ACs that express gamma-aminobutyric acid (GABA) and narrow-field ACs that express glycine^25,26^. GABA and glycine considered as the primary neurotransmitters of ACs. GABAergic and glycinergic ACs can be further subdivided into subgroups that synthesize other neuromodulators including acetylcholine, dopamine, somatostatin, substance P, neuropeptide Y (NPY), serotonin vasoactive intestinal polypeptide, and endocannabinoids. We used several markers of ACs, including GABA, choline acetyltransferase (ChAT), NPY, early B-cell factor 1 (EBF1), glycine transporter (GlyT1) and vesicular glutamate transporter 3 (vGlut3) to define the subtype identity of Rbfox2 + ACs. The vast majority of GABAergic ACs in the INL were Rbfox2 + (Fig. 3A; yellow arrows point at GABAergic ACs that express Rbfox2; green arrows point at Rbfox2-negative ACs). It appears that almost all Rbfox2^+^ cells in the INL were GABAergic, but some GABAergic ACs were Rbfox2^−^ (Fig. 3A; GABA^+^/Rbfox2^−^ cells are pointed by green arrows). In the GCL, all GABAergic ACs were also Rbfox2^+^. A subtype of GABAergic ACs, cholinergic (ChAT^+^) starburst ACs (SACs), were all Rbfox2^+^ in both INL and GCL (Fig. 3B). Extensive overlap of Rbfox2 with NPY and EBF1 expression was also observed, although there were very few Rbfox2^+^ cells that had very faint or no staining for NPY or EBF1 (Fig. 3C,D). Very few vGlut3^+^ ACs were detected in the INL: they were Rbfox2^+^ (Fig. 3E). vGlut3^+^/Rbfox2^+^ cells were present in abundance in the GCL. However, these cells were not ACs: they were Rbpms^+^ RGCs (Fig. 3F).

**Figure 3:**
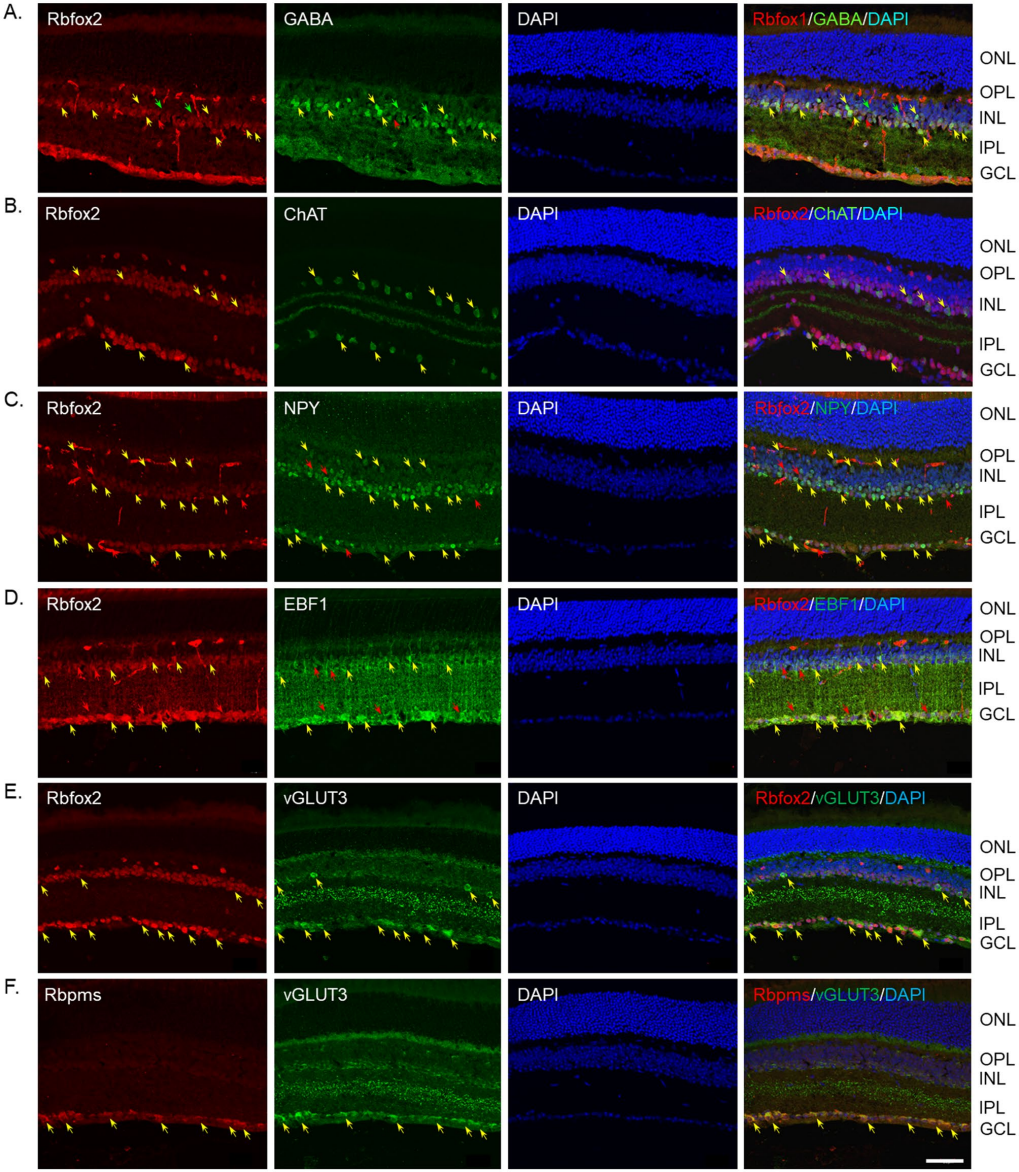
Localization of Rbfox2 expression in AC subtypes. Several markers of AC subtypes, including GABA, choline acetyltransferase (ChAT), NPY, early B-cell factor 1 (EBF1), glycine transporter (GlyT1) and vesicular glutamate transporter 3 (vGlut3) were used to determine the identity of Rbfox2^+^ ACs. (**A**) The vast majority GABAergic ACs in the INL were Rbfox2^+^. Some GABA^+^/Rbfox2^+^ ACs pointed by yellow arrows. Green arrows point at Rbfox2^−^ GABAergic ACs. In the GCL, all GABAergic ACs were also Rbfox2^+^. (**B**) Rbfox2 was expressed in all cholinergic (ChAT^+^) starburst ACs (SACs) both in the INL and GCL. Extensive overlap of Rbfox2 with NPY (**C**) and EBF1 (**D**) expression was also observed (yellow arrows), although there were very few Rbfox2^+^ cells that had very faint or no staining for NPY or EBF1 (pointed by red arrows). (**E**) Very few vGlut3^+^ ACs were detected in the INL and they were also Rbfox2^+^. vGlut3^+^ cells were present in abundance in the GCL. These cells were colocalized with Rbpms^+^ RGCs (**F**). Scale: 50 µm.

#### Rbfox2 expression during retina development

Proteins of Rbfox family have been associated with neurogenesis and synaptogenesis^27,28^ and, therefore, we evaluated expression of these proteins during retinal development. In mouse retinas, the first cell types to differentiate from multipotent progenitor cells are RGCs and HCs, followed in overlapping phases by cone photoreceptors, ACs, rod photoreceptors, bipolar cells and, finally, Müller glia cells^29^. Expression of Rbfox2 was present starting on E12, the earliest stage that we used in this study (Fig. 4A). No significant difference in Rbfox2 expression pattern between E12 and E15 was observed, except a noticeable increase in its staining intensity level at the later stage (Fig. 4B). At P0, the IPL, which separates GCL from the rest of the retina can be seen (Fig. 4C). At this stage, Rbfox2 staining was present in the GCL as well as in several rows of cells above the IPL. Furthermore, faintly stained Rbfox2^+^ cells that were most likely HCs were present. At P5, a narrow OPL that separates ONL from INL was apparent (Fig. 4E). Rbfox2 staining patterns at P5, P10, P15, P21 and in the mature retina were very similar: its expression was restricted to dACs and RGCs within the GCL and to HCs, and to first three rows of ACs adjacent to the IPL within the INL (Fig. 4E). Colocalization of Rbfox2 with Rbpms-labeled RGCs and ChAT^+^ SACs are shown in Fig. 4E–H. The earliest stage that Rbpms staining can be reliably observed is at P0 (Fig. 4C). Rbpms staining in P5 and older retinas becomes more prominent and defined. With respect to SACs, which were reported to be the first AC subtype to differentiate from retinal progenitor cells (50% of ChAT^+^ ACs are born between E8 and E14)^21^, we were able to identify the first ChAT^+^ cells with confidence at P5 (Fig. 4D,F). Both Rbpms^+^ and ChAT^+^ cells were also Rbfox2^+^ at all stages of retinal differentiation.

**Figure 4:**
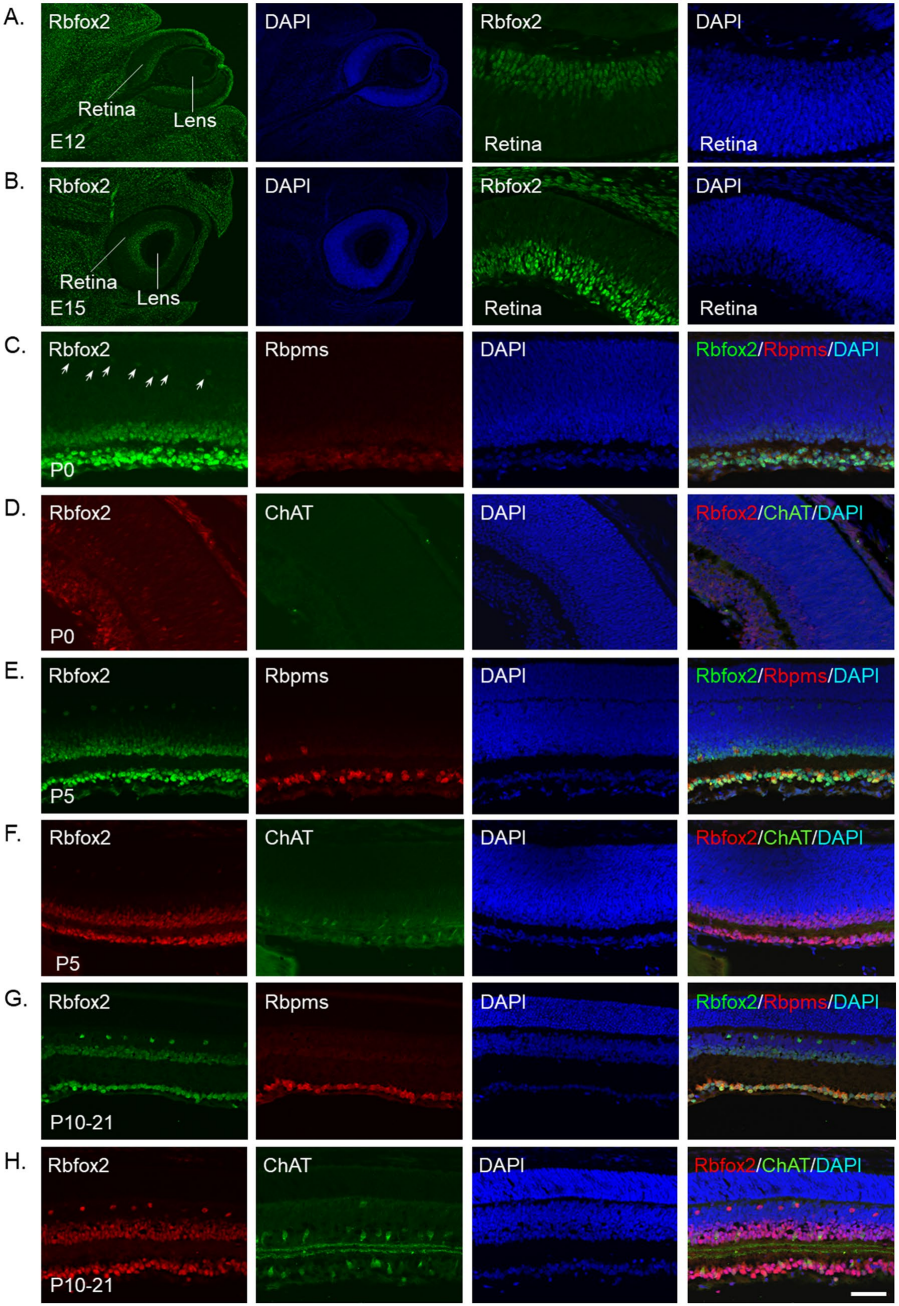
Expression of Rbfox2 during retina differentiation. Mouse retinas at E12, E15, P0, P5, P10, P15 and P21 were used. (**A**,**B**) Rbfox2 immunostaining in differentiating retinas was detected as early as E12. The pattern of Rbfox2 expression at E15 was similar to that at E12, although an increase in its staining intensity level was observed. Two right images show Rbfox2 expression in the entire developing eye (the locations of the retina and the lens are indicated). Two left images show Rbfox2 expression in the retina at higher magnification. (**C**) At P0, the IPL clearly separates, GCL from the rest of the retina. Rbfox2 staining was observed in the GCL and in several rows of cells above the IPL. At this stage of retinal cell differentiation, weakly stained Rbfox2^+^ cells, presumably HCs based on their location and distribution in the retina, were detected (white arrows). Rbfox2^+^ cells in the GCL were colocalized with Rbpms^+^ cells. (**D**) No staining for ChAT was detected at P0. (**E,F**) At P5, a narrow OPL that separates ONL from INL was apparent. First ChAT^+^ cells were detected at P5. (**G,H**) At P10, P15 and P21, Rbfox2 expression patterns were similar to that of fully differentiated retina. Both Rbpms^+^ and ChAT^+^ cells were also Rbfox2^+^. Scale: 50 µm.

### Histological, behavioral and functional assessment of Rbfox2^−/−^ animals

#### *Rbfox2* downregulation has no recognizable effect on retinal architecture

*Rbfox2*^*−/−*^ animals were generated by crossing *Rbfox2*^*fl/fl*^ homozygous transgenic mice with *Tg(UBC-cre/ERT2)1Ejb* mice. The *Tg(UBC-cre/ERT2)1Ejb* mouse was used in these experiments since it shows robust Cre-mediated reporter expression in RGCs, in dACs, in ACs adjacent to the IPL and in some sparsely distributed cells in the INL adjacent to the OPL, most probably HCs (http://www.informatics.jax.org/recombinase/specificity?id=MGI:3707333&system=sensory+organs). Tamoxifen-induced Rbfox2 downregulation and its effect on retinal morphology and architecture was evaluated in adult animals four and nine months after the last administration of the drug. A dramatic reduction in Rbfox2 expression in the GCL and INL was observed (Fig. 5A,B). Very few Rbfox2^+^ cells in the GCL were detected, indicating that the downregulation of Rbfox2 effectively takes place in both RGCs and dACs. On the representative image shown in Fig. 5A, only six Rbfox2^+^ cells were present in the GCL, three of which were colocalized with Rbpms. Robust, but relatively modest compared to GCL, downregulation of Rbfox2 was observed in ACs located in the INL. Furthermore, expression of Rbfox2 was completely abolished in HCs (Fig. 5B). Despite this significant downregulation of Rbfox2, no aberrations in overall retinal gross morphology or cellular architecture were detected.

**Figure 5:**
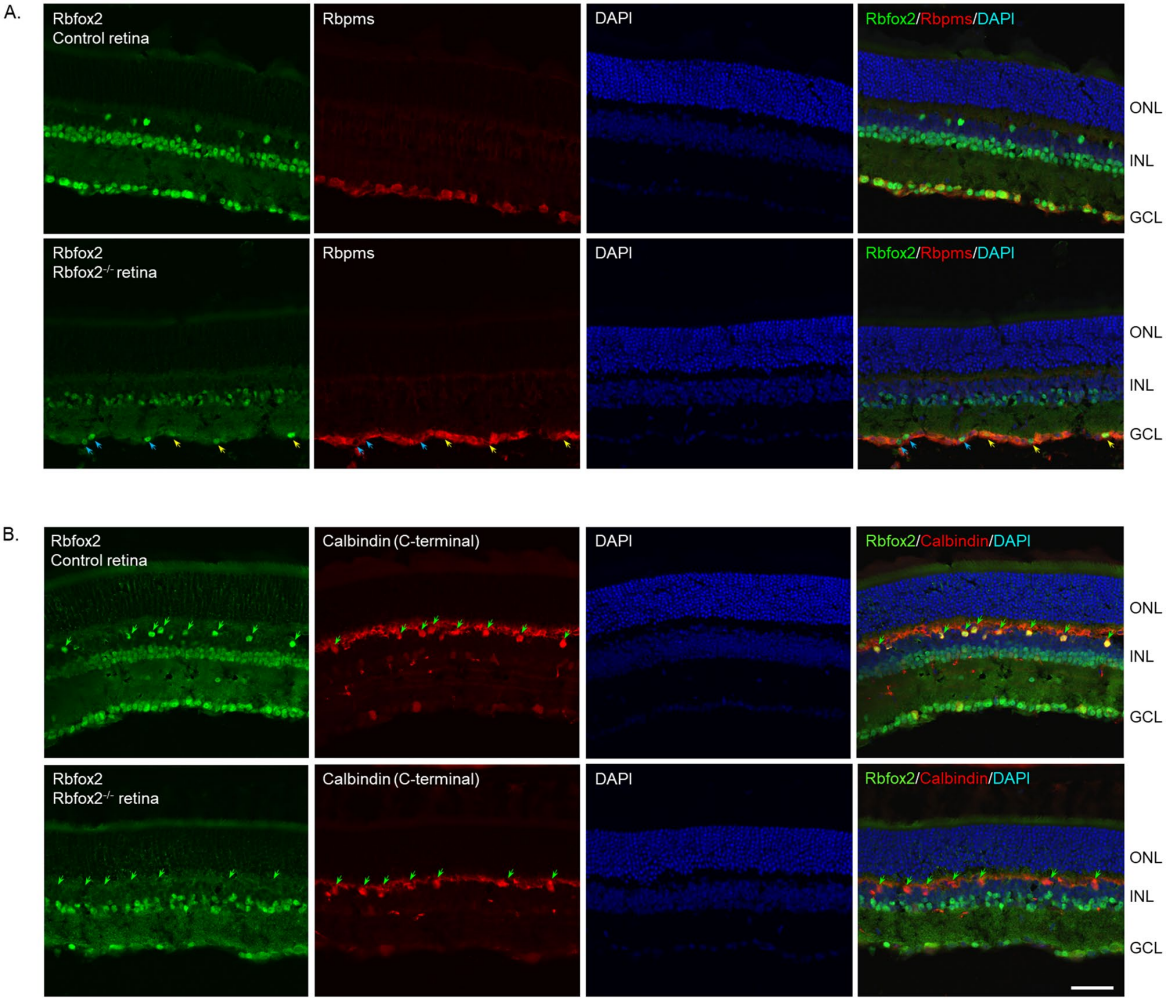
Histological evaluation of retinal architecture in *Rbfox2*^*−/−*^ animals. Control and *Rbfox2*^*−/−*^ retinal sections were immunostained with antibodies against Rbfox2 and Rbpms (**A**) and Rbfox2 and calbindin (**B**). Very few Rbfox2^+^ cells were present in the GCL of Rbfox2^−/−^ animals. Staining for Rbpms and calbindin appears to be not affected by *Rbfox2* downregulation. Colocalization of remaining Rbfox2^+^ cells in the GCL with Rbpms showed that downregulation of this gene in *Rbfox2*^*−/−*^ mice is taking place in both RGCs and dACs: three out of six Rbfox2^+^ cells were colocalized with Rbpms (yellow arrows) indicating that these cells are RGCs and the remaining 3 are dACs (blue arrows). Furthermore, in the INL of *Rbfox2*^*−/−*^ mice, Rbfox2 expression was significantly reduced in ACs and was completely abolished in HCs (green arrows). Retinal morphology in *Rbfox2*^*−/−*^ animals appeared to be normal. Scale: 50 µm.

#### Pupillary light reflex (PLR)

PLR test which measures the change in pupil diameter in response to change in light intensity was performed to evaluate the integrity of the non-image forming visual pathway mediated by M1 subtype of intrinsically photosensitive RGCs^30^. Light-dependent pupillary constriction appeared to be normal in both the control and *Rbfox2*^*−/−*^ mice (Fig. 6A–C). No statistically significant difference in maximal constriction amplitude (Fig. 6C), the time from the light onset to maximal constriction (21.75 ± 7.38 s in control vs 23.31 ± 7.48 s in *Rbfox2*^*−/−*^; p = 0.55) and the time from the end of light exposure to maximal pupil dilation (29.5 ± 7.78 s in control vs 22.31 ± 7.22 s in Rbfox2^−/−^; P = 0.46) between these groups of animals was detected.

**Figure 6:**
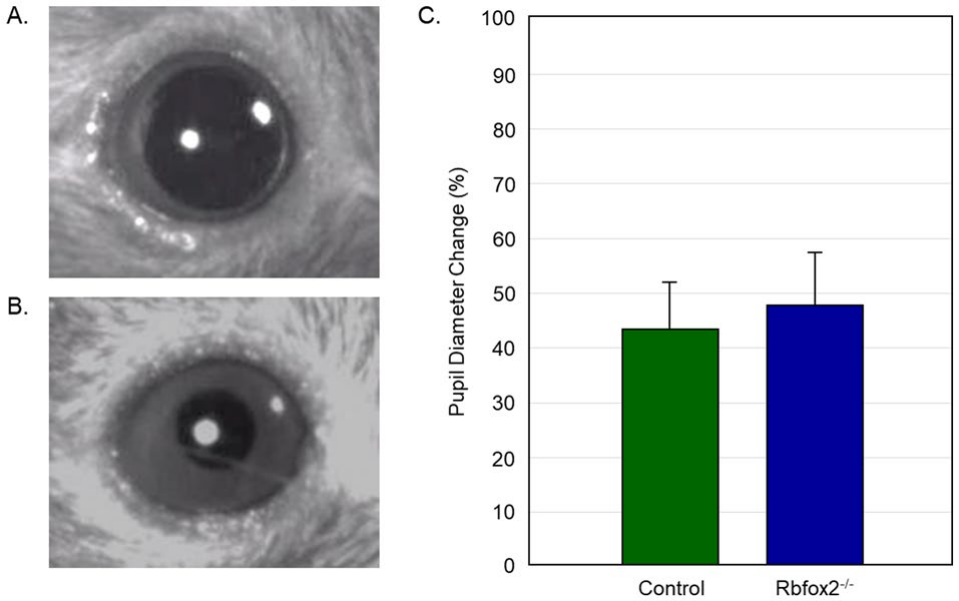
Downregulation of Rbfox2 has no detectable effect on pupillary light reflex (PLR). Representative images of dilated pupil in dark-adapted (**A**) animals and light-induced pupil constriction (**B**). (**C**) PLR appeared to be normal in *Rbfox2*^*−/−*^ mice. No statistically significant difference in maximal constriction amplitude, the time from the light onset to maximal constriction and the time from the end of light exposure to maximal pupil dilation between Rbfox2^−/−^ and control groups of animals was detected.

#### Depth perception

A visual cliff test that relies on the innate tendency of animals to avoid the deep side of the field^31^ was used to evaluate visual depth perception in *Rbfox2*-deficient animals (Fig. 7A). Control mice, as expected, had a clear preference for the shallow side of the box and tried to avoid the deep side of the field. Animals with *Rbfox2* downregulation were less selective in preferring the shallow side and spent more time on the deep side than on the shallow side. The overall mean (± SD) time spent on the deep side was 123 ± 34 s for animals in the *Rbfox2*^*−/−*^ group and 43 ± 24.55 s for animals in the control group (Fig. 7B). There was a statistically significant mean difference in time spent on the deep side between two groups (p = 1.39372E−18).

**Figure 7:**
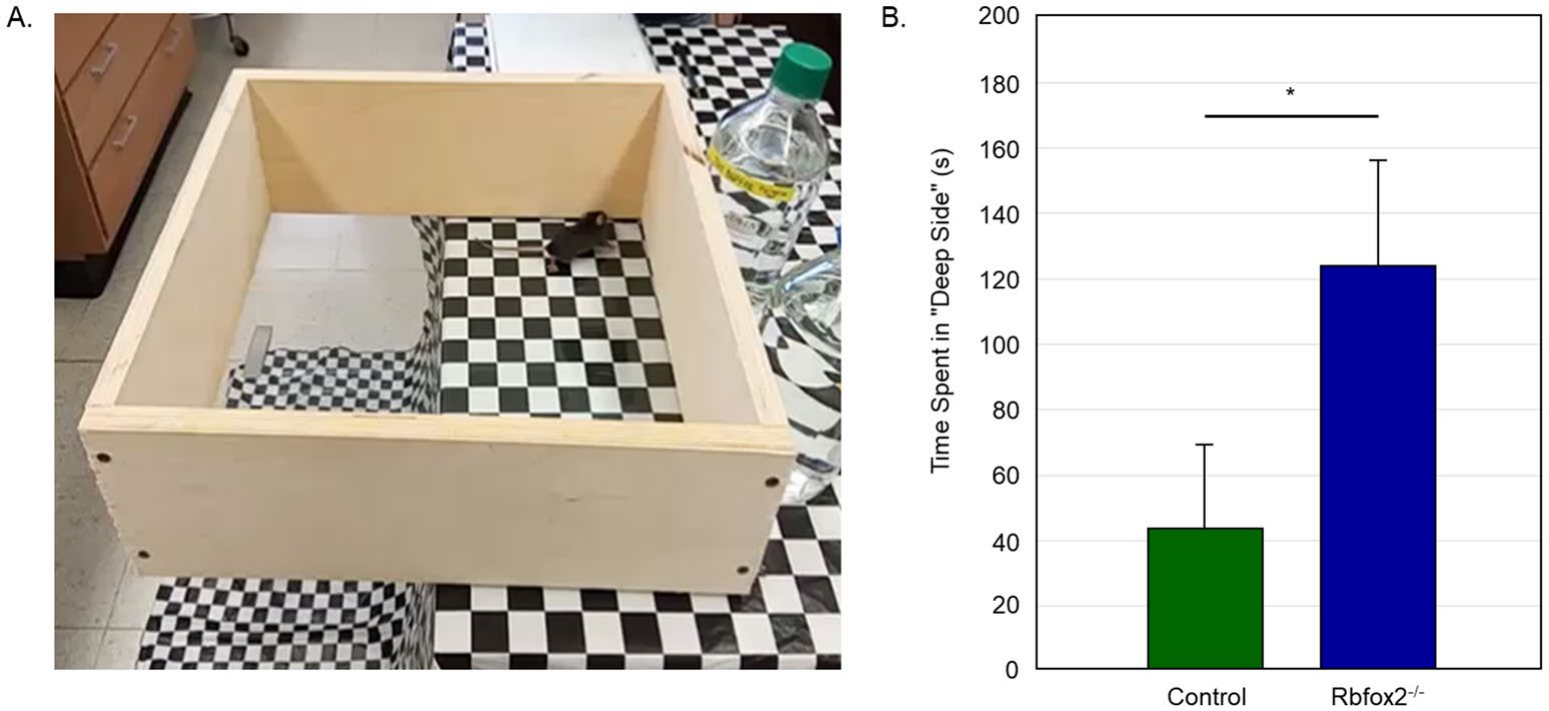
*Rbfox2*^*−/−*^ mice have deficiency in depth perception. Visual cliff test was used to evaluate depth perception in control (n = 8) and *Rbfox2*^*−/−*^ (n = 10) mice. (**A**) Visual cliff test setup. Time the animal spent on the shallow and “illusionary” deep sides during 5 min of testing was recorded. Each mouse was tested five times. (**B**) *Rbfox2*^*−/−*^ animals showed less preference for the shallow side and spent more time on the deep side of the chamber compared to controls. The overall mean (± SD) time spent on the deep side was 123  ± 34 s for animals in the *Rbfox2*^*−/−*^ group and 43 ± 24.55 s for animals in the control group, respectively. The mean difference in time spent on the deep side between two groups was statistically significant (p = 1.39372E−18).

#### Retinal transcriptome analysis

To identify Rbfox2 regulated genes in HCs, ACs and RGCs, we analyzed the retinal transcriptome of *Rbfox2*^*−/−*^ (n = 4) and control (n = 4) animals with RNA-seq. 

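Retinal RNA of 4 *Rbfox2*-/- mice (M893, M901, M902 and M909) and 4 control mice (M833, M894, M896 and M898) was sequenced as poly(A)-selected libraries, 1 library per mouse, and the authors deposited the number of fragments counted on each gene without normalization. All mice were 6 months old. According to the paper, the *Rbfox2*-/- mice had received tamoxifen, which activates the Cre recombinase that removes part of *Rbfox2*, at 200 mg/kg for 5 days, and 4 months had passed since then. The sample labels give tamoxifen for 4 months for every mouse, controls included, and the paper's timing is used here. The counts on genes summed to between 160630226 and 195100610 per *Rbfox2*-/- mouse (median 183919839) and to between 174224661 and 211283591 per control mouse (median 182139440). The paper gives a different depth, 218.5 to 290.2 M total reads per mouse, and the values here use the counts on genes. No pair of libraries agreed within sampling noise, so each mouse was counted as 1 replicate. The table holds 17500 genes, each with at least 5 counts in at least 4 mice, and only uniquely mapped reads entered it, so that genes with near-identical copies can lose reads. From the counts, genes were filtered with edgeR's filterByExpr, which kept 16797 genes, library sizes were normalized by the TMM method, and the groups were compared with edgeR's quasi-likelihood test. Positive log2 fold changes stand for higher expression in *Rbfox2*-/- retinas. Levels are given as CPM, the counts scaled to the normalized library size, and 3 counts, taken as the smallest detectable amount, correspond to between 0.0144 and 0.0189 CPM, which covers counting error only. The filter, the normalization and the test are choices that can change the number of genes called. The first principal component, with 40.5% of the variance between libraries, separated M901 and M902 from the other mice, and the second, with 19.2%, separated M909. *Rbfox2*, the targeted gene, had 53.9 CPM in M893, 58.9 in M901, 53.6 in M902 and 59.4 in M909, and 144, 149.8, 157 and 148 CPM in the controls M833, M894, M896 and M898, so that every library labelled *Rbfox2*-/- was below every control library.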

Six month old animals (for *Rbfox2*^*−/−*^ 4 month after tamoxifen-induced *Rbfox2* downregulation) were used in this experiment. 

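With the 4 *Rbfox2*-/- and 4 control retinas, 11 of 16797 genes had a false discovery rate (FDR) under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6 higher and 5 lower in *Rbfox2*-/- retinas. At an unadjusted p under 0.01 there were 651 genes, 326 higher and 325 lower, and 374 of them also had p under 0.01 in the authors' deposited table. The choice of test moved the first number most, since DESeq2 on the same genes called 457. In 7.03% of the genes the 2 groups did not overlap, against 2.86% expected by chance. The lowest p belonged to *Rbfox2* itself. *Arhgap15* (chromosome 2 of GRCm38, 43748824 to 44395953) had 5.75 ± 0.376 CPM (SD, n = 4) in *Rbfox2*-/- retinas and 2.92 ± 0.159 CPM (SD, n = 4) in controls, a log2 fold change of 0.98 (standard error 0.081, adjusted p = 0.00251 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Calb1* (chromosome 4, 15881264 to 15908064) was lower, with 57.9 ± 1.86 CPM (SD, n = 4) against 76.2 ± 1.84 CPM (SD, n = 4) and a log2 fold change of -0.40 (standard error 0.036, adjusted p = 0.00341 from the same edgeR test). Among the 11 genes, the largest increase was that of *Pm20d1* (chromosome 1, 131797381 to 131821473), with a log2 fold change of 1.68 (standard error 0.16, adjusted p = 0.00515 from the same edgeR test), followed after *Arhgap15* by *Esr1* with 0.89 (adjusted p = 0.00820 from the same edgeR test). The other 6 genes were *Folh1*, *B3galt5* and *Tprn*, which were lower, and *Angpt2*, *Olfml3* and *Gckr*, which were higher, with adjusted p between 0.0195 and 0.0277. Each of the 11 genes separated all *Rbfox2*-/- mice from all controls. With each mouse left out in turn, between 5 and 35 genes had an FDR under 0.05. Without M901 and M902, the only libraries with high *Xist*, 2 *Rbfox2*-/- mice remained and *Rbfox2* alone had an FDR under 0.05.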

Information on Rbfox2-regulated genes, including a complete gene list with fold changes (experimental vs. control), uncorrected and FDR corrected p-values, absolute gene level quantification using FPKM and log count per million (logCPM), as well as top rated differentially regulated genes (DEG) in *Rbfox2*^*−/−*^ animals, are presented in Tables S1 and S2, respectively. Gene set enrichment analysis (GSEA) of the RNA-seq data identified genes involved in RNA metabolic processes, including transcription and splicing, as the top enriched DEG set in *Rbfox2*^*−/−*^ retinal transcriptome compared to control (Table 1). 

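The published gene sets were not used here, and families were formed instead from words in the gene descriptions of the deposited table and tested against all other genes with camera, a competitive gene set test of the limma package, with Benjamini-Hochberg adjustment over 9 families. Among 117 genes of RNA binding and splicing factors, 80 had a higher mean log2 CPM in *Rbfox2*-/- retinas, with a mean log2 fold change of 0.016 against -0.028 over all genes (adjusted p = 0.00745 from camera). Among 113 genes of the transcription machinery and RNA helicases, 74 were higher, with a mean log2 fold change of -0.011 (adjusted p = 0.00985 from camera). The alternative that moved the first family most was 1 surrogate variable in the model, which raised its adjusted p to 0.778 and reversed the direction of the second (adjusted p = 0.564). In all, 7 of the 9 families passed, and none did with the surrogate variable, without M901 and M902, or with an inter-gene correlation estimated from the data.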

Highly enriched gene sets in *Rbfox2*-deficient retinas also included genes associated with microtubule organization, DNA repair and mitochondrial gene expression (Table 1). 

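Of 113 genes of the cilium and microtubule family, 74 were higher in *Rbfox2*-/- retinas, and their mean log2 fold change was 0.048 (adjusted p = 0.00745 from camera). For DNA repair, 39 of 52 genes were higher, with a mean log2 fold change of 0.043 (adjusted p = 0.00745 from camera). Mitochondrial ribosomal proteins, the genes taken for mitochondrial gene expression, were higher in 56 of 74 cases, with a mean of 0.037 (adjusted p = 0.00509 from camera). The cytosolic ribosomal proteins did not pass, with 47 of 78 genes higher and an adjusted p of 0.396 from camera, and their direction reversed without M901 and M902 (adjusted p = 0.721) and without M833 (adjusted p = 0.132). With 1 surrogate variable in the model, the adjusted p of the cilium, DNA repair and mitochondrial ribosomal families was 0.564 each.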

The major gene sets/processes that were underrepresented in *Rbfox2*^*−/−*^ retinas include the extracellular matrix, ion transport, neuron differentiation and synapse organization (Table 2). 

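Extracellular matrix genes had the lowest adjusted p of the 9 families (0.000373 from camera). Their mean log2 fold change in *Rbfox2*-/- retinas was -0.23, and 38 of 137 genes were higher. The 512 ion transport genes had a mean log2 fold change of -0.077, which did not pass the threshold (adjusted p = 0.0588 from camera), whereas fgsea, which ranks the genes by their test statistic, gave an adjusted p of 0.000845. Of 202 genes of neuron differentiation and synapse, 77 were higher, with a mean of -0.045 (adjusted p = 0.0127 from camera, and 0.0621 after adjustment for gene length). With 1 surrogate variable in the model, the direction of the extracellular matrix family reversed (adjusted p = 0.564).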

DEGs associated with RNA metabolism are listed in Tables S3 and S4. Expression levels of several DEGs, including bestrophin 2 (*Best2*), glutathione S-transferase alpha3 (*Gsta3*), solute carrier family 13 member 4 (*Slc13a4*), thioredoxin interacting protein (*Txnip*), calmodulin like 3 (*Calml3*), cytochrome P450 monooxygenase (*Cyp4a12b*), olfactory receptor 12 (*Olfr12*) and tumor-associated calcium signal transducer 2 (*Tacstd2*) were arbitrarily chosen for further analysis with real-time PCR to validate RNA-seq data (Fig. 8A). 

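In the RNA-seq counts, each of the 7 genes *Best2*, *Gsta3*, *Slc13a4*, *Txnip*, *Calml3*, *Cyp4a12b* and *Olfr12* had the direction shown in Fig. 8A, 6 of them had an unadjusted p under 0.05, and none had an FDR under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over these 7 genes alone, 5 passed an FDR of 0.05, which shows no stability because they were chosen from the same data. *Best2* (chromosome 8 of GRCm38, 85007202 to 85014531) had 2.19 ± 2.32 CPM (SD, n = 4) in *Rbfox2*-/- retinas and 8.90 ± 4.86 CPM (SD, n = 4) in controls, a log2 fold change of -2.02 (standard error 0.88, adjusted p = 0.369 from the same edgeR test). Its counts were 29 in M901 and 33 in M902, but 749 in M893 and 794 in M909, against 1067 to 2840 in controls, so that all *Rbfox2*-/- mice were below all controls. *Gsta3* had a log2 fold change of -1.67 (standard error 0.64, adjusted p = 0.322 from the same edgeR test). Its levels in M893 and M909, 5.29 and 3.13 CPM, lay within the control range of 2.31 to 21.0 CPM. *Slc13a4* had -0.98 (standard error 0.72), and its counts in M893 and M909 lay within the control range, and with 1 surrogate variable in the model its log2 fold change reversed to 0.18. *Txnip* had -0.93 (standard error 0.24, adjusted p = 0.190 from the same edgeR test), and control M833, with 7.22 CPM, lay within the range of the *Rbfox2*-/- mice. *Calml3* had a log2 fold change of 2.75 (standard error 0.96), with 2215 counts in M909 and 109 to 194 in the other *Rbfox2*-/- mice, against 37 to 140 in controls. Without M909, the log2 fold change of *Calml3* was 0.59. *Cyp4a12b*, a member of a gene family with close copies whose reads are uncertain, did not pass the count filter and was tested without it. It had 179 counts in M909, 12 or fewer in the other *Rbfox2*-/- mice and 2 to 8 in controls. *Olfr12* had 10 to 30 counts in *Rbfox2*-/- retinas and 0 to 4 in controls (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 mice against 4 allow).

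**Figure D1:**
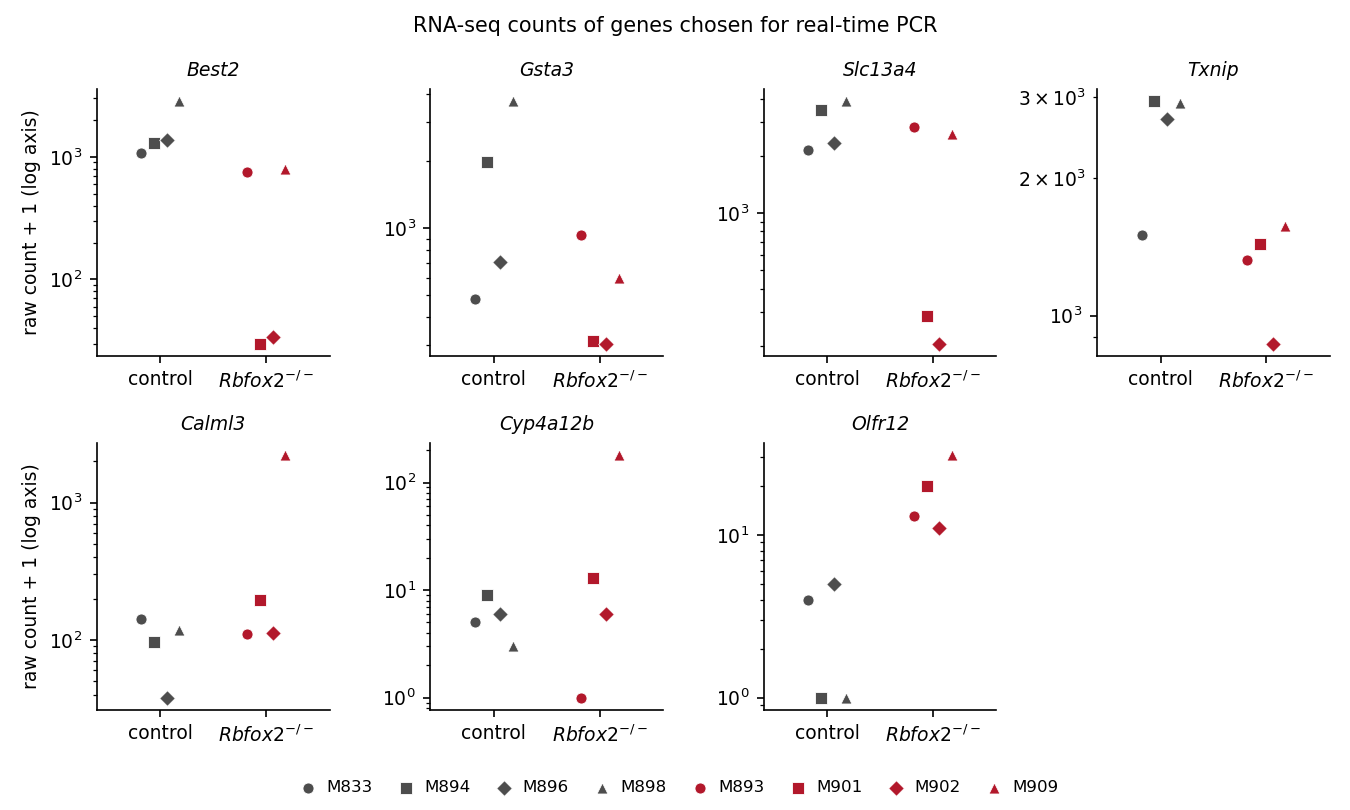
Raw counts plus 1, on a log axis, of the 7 genes in each control and *Rbfox2*-/- mouse, with one symbol per mouse. *Calml3* and *Cyp4a12b* were highest in M909, and *Best2*, *Gsta3* and *Slc13a4* were lowest in M901 and M902.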

Quantitative PCR data were in agreement with the RNA-seq results. Heatmap of top 100 DEGs (29 downregulated and 71 upregulated genes) identified with EdgeR^32^ (p < 0.01) is shown in Fig. 8B. 

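When the genes with p under 0.01 were ordered by their mean count, 28 of the first 100 were lower and 72 were higher in *Rbfox2*-/- retinas. When all genes were ordered by p instead, 56 of the first 100 were lower and 44 were higher. In the authors' deposited table, the 100 genes labelled in Fig. 8B are the 100 most abundant ones with p under 0.01, and 19 of them are among the 100 with the lowest p. *Xist*, the last of these genes in the heatmap (X chromosome of GRCm38, 103460366 to 103483254), had 277506 counts in M901 and 275967 in M902 and between 312 and 426 in the other 6 mice.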

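Table 3 names 20 different genes. All 20 log2 fold changes of *Rbfox2*-/- against control retinas had the sign printed there. By edgeR's quasi-likelihood test, 17 of the 20 had an unadjusted p under 0.01, none had an FDR under 0.05 over all genes tested, and all 20 had an unadjusted p under 0.05. Adjusted over the list alone, 20 passed an FDR of 0.05, which shows no stability because the list was chosen on the same data. The lowest adjusted p was that of *Itpr1* (chromosome 6 of GRCm38, 108213096 to 108551109), with 106 ± 2.55 CPM (SD, n = 4) in *Rbfox2*-/- retinas and 92.1 ± 1.84 CPM (SD, n = 4) in controls, a log2 fold change of 0.20 (standard error 0.031, adjusted p = 0.0623 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the genes of protein processing in the ER, *Calr* had a log2 fold change of 0.41 (standard error 0.071, adjusted p = 0.0837 from the same edgeR test) and *Hsp90b1* one of 0.37 (standard error 0.065, with the same adjusted p). *Hspa5*, *Hspa8*, *Hyou1*, *Pdia3*, *Atf6b* and *Ubqln4* ranged from 0.18 to 0.29. Of these 6 genes, *Pdia3* was higher in all *Rbfox2*-/- mice than in all controls, and the levels of the others in M909 lay within the control range. Over 13 ER chaperone genes, the mean log2(CPM + 1) relative to controls was 0.211 ± 0.108 (SD, n = 4) in *Rbfox2*-/- retinas (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.0694 over 17 panels of genes). The synaptic and calcium genes *Grin1*, *Cacna1a*, *Scn1a* and *Stim1* were lower, with log2 fold changes from -0.26 to -0.16, and *Gngt1* was higher, with 0.23. *Flt1* and *Tnr* had -0.28 and -0.25. With 1 surrogate variable in the model, 7 of the 20 genes had p under 0.01, and with DESeq2, 17 had an FDR under 0.05.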

Major pathways identified with the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses^33,34^ of the top 100 DEGs include circadian rhythm, circadian entrainment, dopaminergic synapse, glutamatergic/cholinergic synapse, calcium signaling, PI3K-AKT signaling and protein processing in ER (Table 3).

**Table 1:** Top 50 gene sets and processes overrepresented in *Rbfox2* deficient retinas.

Gene sets and processes	Rbfox2^−/−^ vs. control
RNA_BINDING	5.813049
RNA_METABOLIC_PROCESS	5.6331453
RIBONUCLEOPROTEIN_COMPLEX	5.1632953
RIBONUCLEOPROTEIN_COMPLEX_BIOGENESIS	4.942357
NCRNA_METABOLIC_PROCESS	4.5734477
CHROMOSOME	4.5711336
MRNA_METABOLIC_PROCESS	4.503966
NCRNA_PROCESSING	4.3618264
CATALYTIC_COMPLEX	4.33293
CHROMOSOME_ORGANIZATION	4.317416
DNA_METABOLIC_PROCESS	4.248208
RNA_SPLICING	4.2007804
CATALYTIC_ACTIVITY_ACTING_ON_RNA	4.009043
CILIUM_ORGANIZATION	3.9139876
CILIUM	3.894453
RIBOSOME_BIOGENESIS	3.8750188
RNA_SPLICING_VIA_TRANSESTERIFICATION_REACTIONS	3.8675883
SPLICEOSOMAL_COMPLEX	3.7431524
CHROMOSOMAL_REGION	3.7430563
DNA_REPAIR	3.7317252
TRANSFERASE_COMPLEX	3.7088425
RIBONUCLEOPROTEIN_COMPLEX_SUBUNIT_ORGANIZATION	3.687478
MITOCHONDRIAL_TRANSLATION	3.6841497
MITOCHONDRIAL_GENE_EXPRESSION	3.6695669
RRNA_METABOLIC_PROCESS	3.6613529
CILIARY_PART	3.6463401
MICROTUBULE_CYTOSKELETON	3.593462
TELOMERE_ORGANIZATION	3.5413632
PROTEIN_DNA_COMPLEX_SUBUNIT_ORGANIZATION	3.5132537
NUCLEOLUS	3.4656286
NON_MOTILE_CILIUM	3.4496777
INTRACELLULAR_PROTEIN_TRANSPORT	3.4351099
CELL_CYCLE_PROCESS	3.4279068
NUCLEOPLASM_PART	3.4215302
CELL_CYCLE	3.3388064
CATALYTIC_ACTIVITY_ACTING_ON_DNA	3.3231313
CELLULAR_PROTEIN_CONTAINING_COMPLEX_ASSEMBLY	3.3193235
CHROMOSOME_TELOMERIC_REGION	3.3132815
INTRACELLULAR_TRANSPORT	3.2616508
NUCLEAR_CHROMOSOME	3.2463987
STRUCTURAL_CONSTITUENT_OF_RIBOSOME	3.1385295
RIBOSOMAL_SUBUNIT	3.1363742
DOUBLE_STRAND_BREAK_REPAIR	3.1282332
PROTEIN_FOLDING	3.1267197
9PLUS0_NON_MOTILE_CILIUM	3.1065962
PEPTIDE_BIOSYNTHETIC_PROCESS	3.1017811
CELLULAR_RESPONSE_TO_DNA_DAMAGE_STIMULUS	3.1016924
RNA_CATABOLIC_PROCESS	3.0987551
NON_MOTILE_CILIUM_ASSEMBLY	3.097095

**Table 2:** Top 50 gene sets and processes underrepresented in *Rbfox2* deficient retinas.

Gene sets and processes	Rbfox2^−/−^ vs. control
INTRINSIC_COMPONENT_OF_PLASMA_MEMBRANE	− 6.5516
COLLAGEN_CONTAINING_EXTRACELLULAR_MATRIX	− 6.42253
LOCOMOTION	− 6.16149
EXTRACELLULAR_MATRIX	− 6.15073
CELL_MOTILITY	− 6.13956
BIOLOGICAL_ADHESION	− 5.94402
MOLECULAR_TRANSDUCER_ACTIVITY	− 5.73078
CIRCULATORY_SYSTEM_DEVELOPMENT	− 5.31648
EXTRACELLULAR_MATRIX_STRUCTURAL_CONSTITUENT	− 5.31585
TRANSMEMBRANE_SIGNALING_RECEPTOR_ACTIVITY	− 5.2742
CELL_SURFACE	− 5.12442
ION_TRANSPORT	− 5.0971
POSITIVE_REGULATION_OF_MULTICELLULAR_ORGANISMAL_PROCESS	− 5.03205
ANATOMICAL_STRUCTURE_FORMATION_INVOLVED_IN_MORPHOGENESIS	− 5.02041
REGULATION_OF_CELL_DIFFERENTIATION	− 5.01088
NEGATIVE_REGULATION_OF_MULTICELLULAR_ORGANISMAL_PROCESS	− 5.00931
NEURON_DIFFERENTIATION	− 4.97136
NEUROGENESIS	− 4.94714
REGULATION_OF_CELLULAR_COMPONENT_MOVEMENT	− 4.92124
TUBE_DEVELOPMENT	− 4.84123
BLOOD_VESSEL_MORPHOGENESIS	− 4.83541
CARDIOVASCULAR_SYSTEM_DEVELOPMENT	− 4.78599
RESPONSE_TO_OXYGEN_CONTAINING_COMPOUND	− 4.76589
POSITIVE_REGULATION_OF_DEVELOPMENTAL_PROCESS	− 4.72038
ANIMAL_ORGAN_MORPHOGENESIS	− 4.66922
CELLULAR_COMPONENT_MORPHOGENESIS	− 4.6621
TUBE_MORPHOGENESIS	− 4.59705
RESPONSE_TO_ORGANIC_CYCLIC_COMPOUND	− 4.56083
CATION_TRANSPORT	− 4.55587
REGULATION_OF_NERVOUS_SYSTEM_DEVELOPMENT	− 4.54805
CELL_JUNCTION	− 4.54081
REGULATION_OF_CELL_DEVELOPMENT	− 4.46153
NEURON_DEVELOPMENT	− 4.40799
POSITIVE_REGULATION_OF_CELL_DIFFERENTIATION	− 4.38739
METAL_ION_TRANSPORT	− 4.36452
TAXIS	− 4.33973
RESPONSE_TO_LIPID	− 4.32946
ION_TRANSMEMBRANE_TRANSPORT	− 4.2766
REGULATION_OF_ANATOMICAL_STRUCTURE_MORPHOGENESIS	− 4.27202
REGULATION_OF_TRANSPORT	− 4.27153
ACTIN_FILAMENT_BASED_PROCESS	− 4.26263
RESPONSE_TO_ENDOGENOUS_STIMULUS	− 4.2577
NEGATIVE_REGULATION_OF_DEVELOPMENTAL_PROCESS	− 4.2505
EXTRACELLULAR_STRUCTURE_ORGANIZATION	− 4.21202
ENZYME_LINKED_RECEPTOR_PROTEIN_SIGNALING_PATHWAY	− 4.19864
PLASMA_MEMBRANE_REGION	− 4.1871
PLASMA_MEMBRANE_PROTEIN_COMPLEX	− 4.16876
CELL_MORPHOGENESIS_INVOLVED_IN_DIFFERENTIATION	− 4.15622
CELLULAR_RESPONSE_TO_OXYGEN_CONTAINING_COMPOUND	− 4.1259

**Figure 8:**
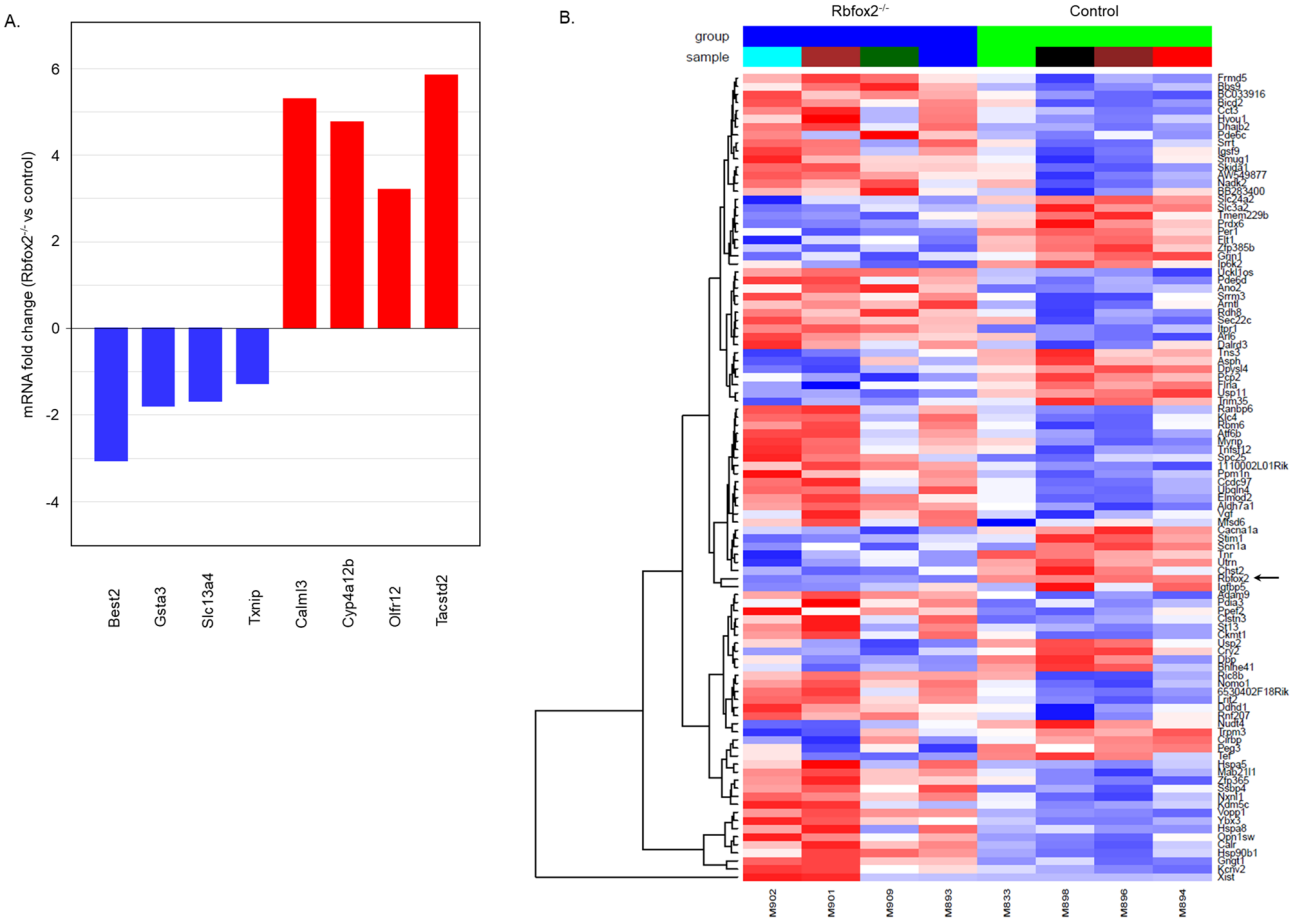
RNA-seq analysis of *Rbfox2*^*−/−*^ retinal transcriptome. (**A**) Real-time PCR quantification of several differentially regulated genes identified by RNA-seq. Downregulation of bestrophin 2 (*Best2*), glutathione S-transferase alpha3 (*Gsta3*), solute carrier family 13 member 4 (*Slc13a4*), thioredoxin interacting protein (*Txnip*) and upregulation of calmodulin like 3 (*Calml3*), cytochrome P450 monooxygenase (*Cyp4a12b*), olfactory receptor 12 (*Olfr12*) and tumor-associated calcium signal transducer 2 (*Tacstd2*) in the retinas of *Rbfox2*^*−/−*^ animals observed by quantitative real-time PCR corroborate the results of RNA-seq. (**B**) A heatmap represents the top 100 differentially expressed genes (DEG) in *Rbfox2*^*−/−*^ retinas compared to controls [EdgeR (Bioconductor 3.11; https://bioconductor.org); p < 0.01]. Four *Rbfox2*^*−/−*^ and four control animals were used for RNA-seq. Red and blue colors in the heatmap indicate over- and under-represented genes, respectively. The arrow points at *Rbfox2*, which is, as expected, was downregulated in retinas of *Rbfox2*^*−/−*^ animals.

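*Rbfox2* lies on chromosome 15 of GRCm38 from 77078990 to 77307004, on the minus strand. Its mean level was 56.5 ± 3.15 CPM (SD, n = 4) in *Rbfox2*-/- retinas, 37.7% of the 149.6 ± 5.39 CPM (SD, n = 4) in controls. The counts cover the whole gene, whereas the deletion removes only some exons. Transcripts of the deleted gene can therefore still be counted, and the percentage does not give the intact *Rbfox2* RNA that remained. The paper's controls carried 1 floxed allele, and its staining of the protein found very few positive ganglion cell layer cells after deletion. The log2 fold change was -1.41 (standard error 0.046, adjusted p = 5.51e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each mouse left out in turn, it stayed between -1.43 and -1.38. *Rbfox1*, with a log2 fold change of -0.037 (standard error 0.065), and *Rbfox3*, with 0.038 (standard error 0.078), did not differ by more than the spread between mice.

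**Figure D2:**
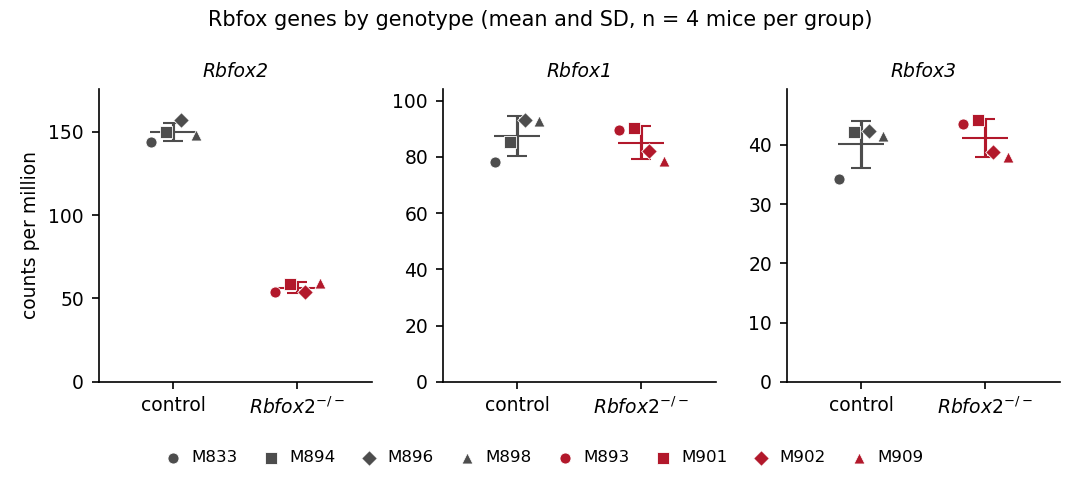
CPM of *Rbfox2*, *Rbfox1* and *Rbfox3* in each control and *Rbfox2*-/- mouse, with one symbol per mouse and bars for the mean and SD of 4 mice. *Rbfox2* was 53.6 to 59.4 CPM in *Rbfox2*-/- mice and 144 to 157 CPM in controls.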

**Table 3:** KEGG pathway enrichment analyses of the top 100 DEGs in control vs. *Rbfox2*^*−/−*^ retinal transcriptome.

Pathway	Gene symbol	Gene name	Control/Rbfox2^−/−^
Circadian rhythm	Arntl	Aryl hydrocarbon receptor nuclear translocator-like	+
	Bhlhe41	Basic helix-loop-helix family, member e41	−
	Cry2	Cryptochrome 2 (photolyase-like)	−
	Per1	Period circadian clock 1	−
Circadian entrainment	Grin1	Glutamate receptor, ionotropic, NMDA1 (zeta 1)	−
	Gngt1	G protein, gamma transducing activity polypeptide	+
	Itpr1	Inositol 1,4,5-trisphosphate receptor 1	+
	Per1	Period circadian clock 1	−
Dopaminergic synapse	Atf6b	Activating transcription factor 6 beta	+
	Arntl	Aryl hydrocarbon receptor nuclear translocator-like	+
	Cacna1a	Ca channel, voltage-dependent, P/Q type, alpha 1A	−
	Gngt1	G protein, gamma transducing activity polypeptide 1	+
	Itpr1	Inositol 1,4,5-trisphosphate receptor 1	+
	Scn1a	Sodium channel, voltage-gated, type I, alpha	−
Glutamatergic/cholinergic synapse	Cacna1a	Ca channel, voltage-dependent, P/Q type, alpha 1A	−
	Gngt1	G protein, gamma transducing activity polypeptide 1	+
	Itpr1	Inositol 1,4,5-trisphosphate receptor 1	+
Calcium signaling	Cacna1a	Ca channel, voltage-dependent, P/Q type, alpha 1A	−
	Grin1	Glutamate receptor, ionotropic, NMDA1 (zeta 1)	−
	Itpr1	Inositol 1,4,5-trisphosphate receptor 1	+
	Stim1	Stromal interaction molecule 1	−
PI3K-AKT signaling	Flt1	FMS-like tyrosine kinase 1	−
	Atf6b	Activating transcription factor 6 beta	+
	Gngt1	G protein, gamma transducing activity polypeptide 1	+
	Hsp90b1	Heat shock protein 90, beta (Grp94), member 1	+
	Tnr	Tenascin R	−
Protein processing in ER	Atf6b	Activating transcription factor 6 beta	+
	Calr	Calreticulin (Calr)	+
	Hspa5	Heat shock protein 5	+
	Hspa8	Heat shock protein 8	+
	Hsp90b1	Heat shock protein 90, beta (Grp94), member 1	+
	Hyou1	Hypoxia up-regulated 1	+
	Pdia3	Protein disulfide isomerase associated 3	+
	Ubqln4	Ubiquilin 4	+
Estrogen signaling/thyroid hormone synthesis	Atf6b	Activating transcription factor 6 beta	+
	Hspa5	Heat shock protein 5	+
	Hsp90b1	Heat shock protein 90, beta (Grp94), member 1	+
	Itpr1	Inositol 1,4,5-trisphosphate receptor 1	+
	Hspa8	Heat shock protein 8	+
Antigen processing and presentation	Calr	Calreticulin	+
	Hspa8	Heat shock protein 8	+
	Pdia3	Protein disulfide isomerase associated 3	+

## Discussion

Here we present data on the expression of Rbfox2 in adult and differentiating mouse retinal cells and the effects of *Rbfox2* deficiency on visual function and the retinal transcriptome. This is a continuation of our efforts to characterize the expression and function of Rbfox proteins in the retina; results of a similar work on Rbfox1 were published earlier^16^. We first identified *Rbfox1* and *Rbfox2* in the retina after analyzing gene expression profiles of RGCs^7^. RGCs collect, process and send both image-forming and non-image forming visual information from the retina to target regions in the brain via their axons in the optic nerve. Here we show that in both developing and mature retinas, Rbfox2 expression is restricted to RGCs, HCs and ACs. ACs and HCs are retinal interneurons involved in forming visual signals by feedback and feedforward inhibition. HCs make synaptic connections with photoreceptors and bipolar cells in the OPL and their activity is essential for establishing center-surround receptive-field properties in the visual pathway. ACs form synaptic connections with bipolar cells and RGCs within IPL and by modulating their activity, they shape their receptive fields’ spatial and temporal characteristics^35^. In the mammalian retina, HCs are represented by 2–3 distinguishable subtypes, whereas there are more than 30 morphological and functional subtypes of ACs and RGCs. In mouse retinal sections that were immunostained with Rbfox2 antibodies and markers for HCs, ACs and RGCs we observed colocalization of Rbfox2 with all HCs and RGCs. With respect to Rbfox2 expression in ACs, the vast majority of dACs as well as 2–3 rows of cells in the INL adjacent to IPL were Rbfox2^+^. Several markers for AC subtypes, including GABA, ChAT, NPY, EBF1, GlyT1 and vGlut3 were used to identify Rbfox2^+^ ACs. All GABAergic ACs in the GCL and the vast majority of GABAergic ACs in the INL express Rbfox2. Almost all Rbfox2^+^ ACs are GABAergic. A subtype of GABAergic ACs, SACs, were all positive for Rbfox2 in both the INL (type a) and GCL (type b). Extensive overlap of Rbfox2 with NPY and EBF1 expression was also observed, although there were very few Rbfox2^+^ cells that had no staining for NPY or EBF1. Among vGlut3^+^ cells, some that were sparsely distributed in the INL were also stained with Rbfox2. Interestingly, a large number of vGlut3^+^/Rbfox2^+^ cells were observed in the GCL. vGlut proteins, which promote the uptake of glutamate into synaptic vesicles to support synaptic transmission, are represented in the retina by three members: vGLUT1 is localized to photoreceptor and bipolar cell terminals, vGLUT2 is restricted to HCs and RGCs and vGlut3 is expressed in a sparse population of glycinergic ACs. In mouse and rat retinas vGlut3 immunolabeled cells were present in the INL^36,37^. However, in human retinas vGlut3 was detected in the GCL and was colocalized with neurofilament 200, a marker for RGCs^34^. Here we show that vGlut3 immunostaining identifies both sparsely populated ACs in the INL as well as a large number of Rbpms-labeled RGCs in the GCL.

The expression pattern of Rbfox2 in the retina shares similarities with that of Rbfox1: both proteins are present in all RGCs and almost all Rbfox1^+^ and Rbfox2^+^ ACs are GABAergic ACs. However, there are notable differences: (a) Rbfox2 but not Rbfox1 is expressed in HCs; (b) Rbfox1 expression in the INL appears to be restricted to ACs that are located in the innermost layer of the INL, whereas Rbfox2-expressing cells are present in several rows occupied by ACs; and (c) Rbfox2 is expressed in a wider population of dACs in the GCL than Rbfox1. Quantitative analysis of Rbfox2^+^ cells in whole-mounted retinas supports the data observed in cross section: virtually 100% of RGCs are positive for Rbfox1 and, although most dACs are positive for both Rbfox2 and Rbfox1, approximately 6–7% of dACs express Rbfox2 only.

We evaluated Rbfox2 expression during retinal development at E12, E15, P0, P5, P10, P12, P14, P15 and P21. These stages were chosen based on the timeline of retinal cell differentiation and establishment of synaptic connections between them^38^. Expression of Rbfox2 can be seen in differentiating retinal cells at E12. It has been reported that GCL cells born before E11.8 and E12.8 were 98% and 99% RGCs, respectively, and those born after E15.8 were 97% dACs^39^. This suggests that the Rbfox2^+^ cells that we observed at E12 are almost exclusively RGCs. By P0, although the retina was not fully developed yet, the expression pattern of Rbfox2 resembles that of the mature retina. Subcellularly, Rbfox2 appears to be localized predominately to the nucleus irrespective of phases of retinal development. This is different from Rbfox1 subcellular localization, which shifts from cytoplasmic at E12 to predominantly nuclear at P0 and thereafter^16^. The transition in Rbfox1 subcellular distribution coincides with the stage II spontaneous retinal waves of excitation^40^ and can be explained by increased expression of the nuclear Rbfox1 isoform necessary for regulation of the alternative splicing of target genes at this stage of retinal development.

The role of Rbfox2 on retinal morphology and visual function was evaluated in Rbfox2^−/−^ animals. Downregulation of *Rbfox2* in adult animals had no effect on gross retinal architecture or retinal cell morphology. The PLR and depth perception were analyzed in *Rbfox2*^*−/−*^ animals for potential abnormalities in visual function. The PLR helps adapt vision to different levels of light intensity by regulating the pupil diameter. Retinal cells that mediate PLR are intrinsically photosensitive retinal ganglion cells (ipRGCs), the melanopsin-expressing cells that comprise ~ 0.2% of the total number of RGCs^41^. The PLR test of *Rbfox2*-deficent mice showed no detectable abnormalities, suggesting that *Rbfox2* downregulation has no significant effect on the function of ipRGCs. The functional integrity of the retino-geniculo-cortical pathway in *Rbfox2*^*−/−*^ animals was evaluated by analyzing their depth perception. Unlike control animals, *Rbfox2*^*−/−*^ mice exhibit no clear preference for the shallow side and as a group spent almost 3 times more time on the deep side compared to controls. It is noteworthy that depth perception impairment was also observed in *Rbfox1*^*−/−*^ animals, suggesting that the molecular mechanisms underlying this phenomenon caused by downregulation of the *Rbfox1* and *Rbfox2* genes are similar.

A significant overlap in Rbfox1 and Rbfox2 expression in the retina and the fact that these RNA binding proteins recognize the same *(U)GCAUG* element within their target genes, suggest that they may be involved in regulation of same set of genes. This appeared redundancy may explain why a deletion of a single gene, *Rbfox1* or *Rbfox2*, has no dramatic effect on overall retinal morphology. The notion that Rbfox1 and Rbfox2 regulate a similar set of genes is also supported by our observation that animals deficient in either *Rbfox1* or *Rbfox2* have depth perception impairment. Interestingly, the deletion of the third member of Rbox family, *Rbfox3*, which is normally expressed in most types of RGCs, some types of ACs and HCs, resulted in the reduction of IPL thickness, but the number of RGCs and ACs was normal. *Rbfox3*^*−/−*^ mice had normal PLR and optomotor response, leading authors to conclude that RBFOX3 is dispensable for visual function^42^. Although, these observations imply that Rbfox proteins are redundant and may substitute each other, the differences that we observed in their expression pattern suggest that each of these proteins may have distinct functions during retinal development, as well as in mature retinas.

To identify Rbfox2-regulated genes, we analyzed *Rbfox2*^*−/−*^ and control retinal transcriptome. KEGG pathway enrichment analysis identified Rbfox2-regulated genes involved in circadian rhythm, circadian entrainment, dopaminergic synapse, glutamatergic/cholinergic synapse, calcium signaling, PI3K-AKT signaling and protein processing in ER. Regulation of genes involved in synaptic function was expected since Rbfox proteins have been implicated in neuronal differentiation and synaptic transmission in particular^6,27,43^. However, to our knowledge, the coordinated regulation of several core circadian rhythm proteins, including aryl hydrocarbon receptor nuclear translocator-like (Arntl/Bmal1), basic helix-loop-helix family, member e41 (Bhlhe41/Dec2), cryptochrome 2 (Cry2), period circadian clock proteins 1 and 2 (Per1 and Per2), by Rbfox2 is observed for the first time. 

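The genes of the clock were also compared as 2 groups, which were chosen with knowledge of the paper's Tables S1 and S2 on the same mice and are not independent of these data. Of 11 genes that peak with the *Per* genes, 11 were lower in *Rbfox2*-/- retinas, and their mean log2(CPM + 1) relative to controls was -0.238 ± 0.0774 (SD, n = 4). Control M894 was lower than M902, so that the groups overlapped (exact permutation test, two-sided, p = 0.0571, adjusted p = 0.108 over 17 panels). Of 5 genes that peak with *Arntl*, 4 were higher, with a mean difference of 0.0404 that did not exceed the spread between mice (exact permutation test, two-sided, p = 0.314). *Bhlhe41* had a log2 fold change of -0.19 (standard error 0.055, adjusted p = 0.224 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2 of 4 *Rbfox2*-/- mice were below every control. With DESeq2, the adjusted p of *Bhlhe41* was 0.0486. In its Discussion, the paper describes a coordinated regulation of core clock proteins by Rbfox2, *Per2* included, and later calls such regulation possible.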

Expression of these core clock components together with CLOCK play a critical role in cellular rhythm generation. The mechanisms for circadian clock regulation involve transcription-translation feedback loops that self-regenerate with a ~ 24-h rhythm. In mammalian cells, the CLOCK and BMAL1 transcription factors control the expression of *Per1/2* and *Cry1/2*, which in turn inhibit CLOCK and BMAL1^44,45^. These four factors regulate the expression of thousands of clock-controlled genes that coordinate the oscillation of cellular metabolism and physiology. Clock genes are linked directly to metabolic syndromes; polymorphisms circadian clock genes *CLOCK*, *BMAL1*, *Per1/2* and *Cry1/2* have been associated with metabolic disorders, including neuropsychiatric or neurodegenerative diseases^46^. In *Rbfox2*^*−/−*^ retinas, *Arntl/Bmal1* is downregulated, whereas *Cry2* and *Per1/2* are upregulated. 

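In the counts, *Arntl* (chromosome 7 of GRCm38, 113207465 to 113314126) was higher in *Rbfox2*-/- retinas, with 114 ± 5.49 CPM (SD, n = 4) against 96.4 ± 6.77 CPM (SD, n = 4) in controls, a log2 fold change of 0.24 (standard error 0.054, adjusted p = 0.156 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cry2* (chromosome 2, 92403646 to 92434043) was lower, with 159 ± 4.50 CPM (SD, n = 4) against 178 ± 8.17 CPM (SD, n = 4) and a log2 fold change of -0.16 (standard error 0.039, adjusted p = 0.181 from the same edgeR test). *Per1* (chromosome 11, 69095217 to 69109960) was lower by a log2 fold change of -0.26 (standard error 0.047, adjusted p = 0.0853 from the same edgeR test), and *Per2* (chromosome 1, 91415982 to 91459324) by one of -0.43 (standard error 0.087, adjusted p = 0.116 from the same edgeR test). For each of these 4 genes, all *Rbfox2*-/- mice lay outside the range of the controls (exact permutation test, two-sided, p = 0.0286). Each had an FDR under 0.05 with DESeq2, and *Arntl*, *Per1* and *Per2* also did with edgeR's likelihood ratio test. *Clock*, with a log2 fold change of 0.051, and *Cry1*, with -0.16, overlapped between the groups.

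**Figure D3:**
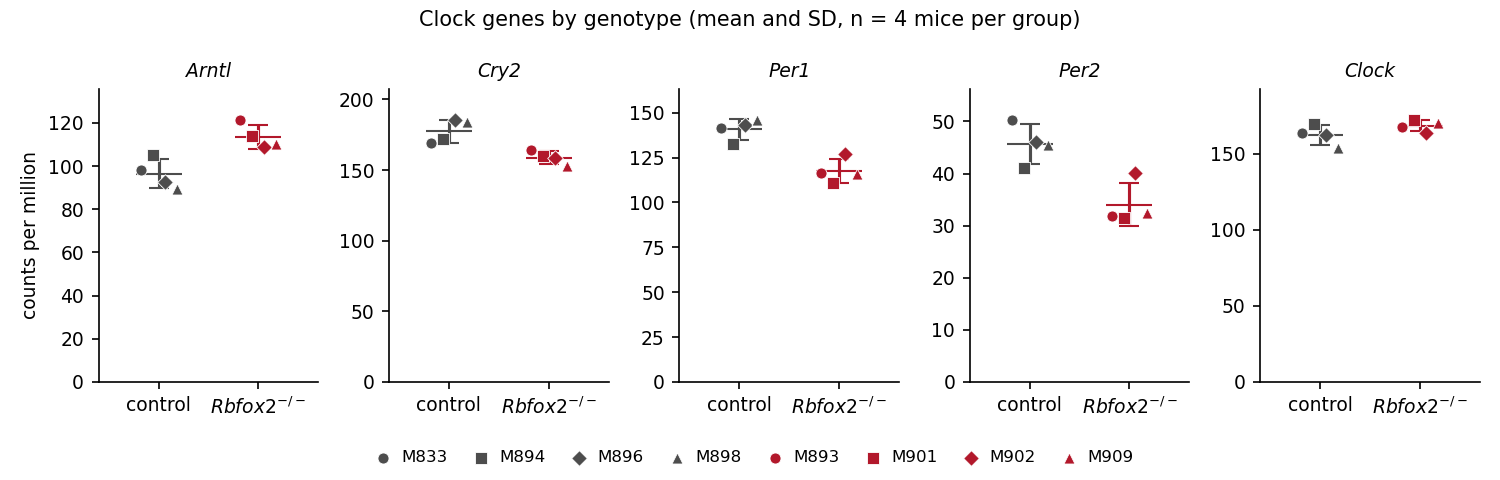
CPM of *Arntl*, *Cry2*, *Per1*, *Per2* and *Clock* in each control and *Rbfox2*-/- mouse, with one symbol per mouse and bars for the mean and SD of 4 mice. *Arntl* was higher, and *Cry2*, *Per1* and *Per2* were lower, in all 4 *Rbfox2*-/- mice than in all 4 controls.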

The expression of Clock, Bmal1, Cry2 and Per1 in mouse retinas have been shown to be predominantly localized to RGCs, ACs and HCs^47^. These cells, as we described in this study, also express Rbfox2, further collaborating the results of RNA-seq data analysis on possible regulation of core circadian clock genes by Rbfox2.

In summary, Rbfox2 expression in mouse retinas is restricted to cells in the GCL and INL. Virtually all types of RGCs and dACs in the GCL were positive for Rbfox2. In the INL, HCs and 2–3 rows of cells proximal to IPL were also Rbfox2^+^. Among AC subtypes, Rbfox2 is expressed in GABAergic cells, including NPY^+^, EBF1^+^, Vglut3^+^ and ChAT^+^ ACs. There is a significant overlap between Rbfox1 and Rbfox2 expression among RGCs and ACs. However, Rbfox2 is more widely distributed among AC subtypes compared to Rbfox1. In the developing retina, Rbfox2 is present as early as E12 and, unlike Rbfox1, it was localized in the nucleus throughout the retinal differentiation. Downregulation of *Rbfox2* in adult animals had no effect on retinal architecture, however depth perception in these animals had significant deficiency. Transcriptome analysis identified Rbfox2-regulated genes associated with circadian rhythm/circadian entrainment pathways and dopaminergic/glutamatergic/cholinergic synapse function.

## Methods

### Animals

All experiments with animals were approved by the Animal Research Committee of the University of California at Los Angeles and were performed in compliance with the National Institutes of Health Guide for the Care and Use of Animals and the Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Vision Research. Wild type (C57BL/6J) and transgenic mice were housed in a room with an ambient temperature of 25 °C, 30–70% humidity, a standard 12/12-h light/dark cycle, with food and water provided ad libitum. Carbon dioxide (CO_2_)-induced asphyxiation was used to euthanize animals. *Rbfox2*^*fl/fl*^ containing LoxP sites flanking *Rbfox2* exons 6 and 7 were kindly provided by Dr. Douglas Black, UCLA^48^.

To generate *Rbfox2*^*−/−*^ animals, *Rbfox2*^*fl/fl*^ homozygous transgenic mice were crossed with *Tg(UBC-cre/ERT2)1Ejb* mice (Jackson Laboratory, Bar Harbor, ME). The resulting heterozygous *Rbfox2*^*fl/*+^*; UBC-Cre*^+*/−*^ mice were crossed with *Rbfox2*^*fl/fl*^ mice to obtain homozygous *Rbfox2*^*fl/fl*^*/UBC-Cre*^+*/−*^ animals. Genotyping for the *Rbfox2*^+*/−*^ and *Rbfox2*^*fl/fl*^ alleles was performed by standard PCR with primers Rbfox2-F (5′-AACAAGAAAGGCCTCACTTCAG) and Rbfox2-R (5′-GGTGTTCTCTGACTTATA CATGCAC). The expected PCR product sizes were: a 323 base pair (bp) for *Rbfox2*^+*/*+^, ~ 400 bp and 323 bp for *Rbfox2*^+*/−*^ and a ~ 400 bp for *Rbfoxl*^*fl/fl*^*.* The presence of *Ubiquitin-Cre* was evaluated with primers Cre-F (5′-GACGATGCAACGAGTGATGA) and Cre-R (5′-AGCATTGCTGTCACTTGGTC) that would produce a PCR fragment with an expected size of 300 bp. Cre recombinase-mediated recombination was induced in adult (~ 2 months old) homozygous *Rbfox2*^*fl/fl*^; *UBC-Cre*^+*/−*^ animals by administration of 200 mg/kg tamoxifen (Sigma, St. Louis, MO) dissolved in corn oil (Sigma) for five consecutive days. Tamoxifen or corn oil (vehicle) was administered by oral gavage. To prevent tamoxifen cross-contamination, tamoxifen-treated mice were housed individually^49^. Experimental animals were viable, had a normal growth rate and behaviorally had no apparent anomalies compared to control animals. Age-matched heterozygous *Rbfox2*^*fl/*+^ mice were used as controls.

### Immunohistochemistry

Immunohistochemistry was performed according to a standard procedure^50^. Briefly, enucleated eyes were fixed with ice-cold 4% paraformaldehyde and cryoprotected in 30% sucrose. Retinal Sects. (14-µm thick) were cut with cryostat, incubated with blocking solution (20% fetal calf serum, 5% goat serum, 0.1% Triton X-100 in PBS) for 30 min. Sections were then incubated with primary antibodies overnight at 4 °C, washed three times with 0.1% Triton X-100 in PBS, incubated with secondary antibodies for 1 h at room temperature, washed again three times, mounted with mounting medium containing DAPI reagent and imaged using a confocal laser scanning microscope Olympus FV3000 (Olympus, MA). The following primary antibodies were used: rabbit Rbfox2, 1:1500 (Bethyl Laboratories, Montgomery, TX); mouse Rbfox1, 1:200 (Novus Biologicals, Littleton, CO); rabbit Rbpms, 1:500^46^; rabbit calbindin D-28K, 1:500 (EMD Millipore, Billerica, MA); rabbit calbindin D-28K, 1:500 (C2724, Sigma); rabbit GABA, 1:2000 (Sigma); goat ChAT, 1:200 (EMD Millipore); rabbit NPY, 1:1000 (Abcam), guinea pig vGlut3, 1:2500 (EMD Millipore), rabbit EBF, 1:2000 (EMD Millipore). The following secondary antibodies were used: Alexa Fluor 568-conjugated donkey anti-mouse IgG, Alexa Fluor 488-conjugated donkey anti-mouse IgG, Alexa Fluor 568-conjugated donkey anti-rabbit IgG, Alexa Fluor 488-conjugated donkey anti-rabbit IgG, Alexa Fluor 568-conjugated donkey anti-guinea pig IgG, Alexa Fluor 647-conjugated donkey anti-guinea pig IgG, Alexa Fluor 488-conjugated donkey anti-goat IgG (all 1:500; Life Technologies, Carlsbad, CA), Alexa Fluor 488-conjugated goat anti-rabbit IgG, 1:500 Thermo Fisher Scientific, Canoga Park, CA; Alexa Fluor 568-conjugated goat anti-mouse IgG, 1:100 (Thermo Fisher Scientific). Images were acquired with an Olympus FV3000 confocal laser scanning microscope (Olympus, MA). Retinas from at least three animals were used for each immunostaining experiment.

### Quantification of Rbfox2^+^ cells in whole-mounted retinas

Cell quantification was performed as described earlier^16,50^. The retinas were dissected from enucleated eyeballs, fixed in 4% paraformaldehyde in 0.1 M phosphate buffer, incubated with 10% serum for 1 h to block nonspecific staining, and then with primary antibodies overnight at 4 °C. After incubation with secondary antibodies overnight at 4 °C, the retinas were mounted flat with several radial cuts on a glass slides with the GCL facing upward. The retinas were divided into four quadrants: superior, inferior, nasal and temporal and four sampling fields (0.31 × 0.31 mm each) were imaged at 0.5 mm from the center of the optic nerve in each retina. Quantification of Rbfox2^+^ cells was performed by counting Rbfox2^+^/Rbpms^+^ and Rbfox2^+^/Rbfox1^+^ cells. Three retinas were used for each immunostaining experiment. Data are presented as the mean ± SEM.

### PLR video recordings and analysis

PLR was performed during the light phase of the light–dark cycle. Animals were dark-adapted for 1 h before the experiment. For PLR recording mice were restrained with a head post similar to that described by Cahill and Nathans^51^. Animals were exposed to a 30-s stimulus of a NIR-100 light source. Video recordings were obtained by six infrared digital cameras (three per eye). Screen shots of the video were generated every 5 s with VLC Media Player for 1 min video duration. The pupil area was measured with ImageJ software (NIH) and normalized to baseline. PLR for each animal was recorded and analyzed in three independent experiments.

### Visual cliff test

A visual cliff test was used to evaluate depth perception in *Rbfox2*^*−/−*^ animals. The test was performed as described earlier^16,31^. Briefly, a box with a transparent bottom was placed on the edge of the table (“shallow” side) so half of it was suspended above the floor (“deep side”). The illusion of the cliff was created by covering the table and the floor with 1-in. squared black checker linoleum. Both sides of the setup were equally illuminated. The time the animal spent on the shallow and deep sides during 5 min of testing was recorded. Each mouse was tested five times. To eliminate tactile placing responses that may interfere with testing of visual function, the vibrissae of the animals were removed. The glass and central platform were thoroughly cleaned after each test. Six control and ten *Rbfox2*^*−/−*^ animals were used in this experiment. Data are presented as the mean ± SD.

### RNA sequencing (RNA-seq) analysis of retinal transcriptome

Retinas from *Rbfox2*^*−/−*^ (n = 4) and control (n = 4) animals were dissected at approximately 10 am. Total retinal RNA was isolated with an RNeasy mini kit (Qiagen, Germantown, MD). Libraries for RNA-seq were prepared with Nugen Universal Plus mRNA-seq library preparation kit (Tecan Genomics, Redwood City, CA). The workflow consisted of mRNA enrichment with poly(A) selection, RNA fragmentation, cDNA generation and end repair, and followed by adaptor ligation and PCR amplification. Sequencing was performed on a NovaSeq 6000 (Illumina, San Diego, CA) for 2 × 150 run. Data quality checks were done on an Illumina SAV. Demultiplexing was performed with the Illumina Bcl2fastq2 v 2.17 program. Reads were aligned to the latest mouse mm10 reference genome with the Spliced Transcripts Alignment to a Reference (STAR) software. Total counts of read-fragments aligned to known gene regions within the mouse mm10 refSeq reference annotation were used as the basis for the quantification of gene expression. Fragment counts were derived using the HTS-seq program with the mm10 Ensembl transcripts as a model. Various QC analyses were conducted to assess the quality of the data and to identify potential outliers. The number of total reads ranged from 218.5 to 290.2 M (average 249.5 M). Uniquely mapped reads were 91.75% to 92.37% (average 92.10%). Only uniquely mapped reads were used for subsequent analyses. Differentially expressed genes (DEG) were identified with three bioconductor packages, edgeR, limma + voom and limma, which were then considered and ranked based on the False Discovery Rate (FDR Benjamini Hochberg adjusted p-values) and simple p-values. The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses of the DEGs were performed with the Database for Annotation, Visualization, and Integrated Discovery (DAVID) (https://david.ncifcrf.gov/). RNAseq data has been deposited within the Gene Expression Omnibus (GEO) repository (http://www.ncbi.nlm.nih.gov/geo), accession number GSE155411.

### Quantitative real-time PCR

Real time PCR was performed according to a standard protocol^16^. Mouse retinal total RNA was extracted with RNeasy mini kit (Qiagen) according to the manufacturer’s protocol. First-strand cDNA synthesized with SuperScript III First-Strand Synthesis System (Thermo Fisher Scientific), primers (Table 4) and the SYBR Green PCR Master Mix (Applied Biosystems/Life Technologies) were used for real-time PCR. The LightCycler 480 II (Roche Applied Science, Mannheim, Germany) was used for cycling and real-time quantitative detection of PCR products. Expression levels of target genes were normalized to the threshold cycle (Ct) of *GAPDH*. The expression level of each gene was calculated relative to the expression of the control group: 2−∆∆Ct, where ∆∆Ct = Exp (Ct, target – Ct, *GAPDH*) – Ctrl (Ct, target – Ct, *GAPDH*).

**Table 4:** Primers used for quantitative real-time PCR.

Gene	Forward	Reverse
*Best2*	5′-ACC CCT ACG GAC ACC TAC CTA AT	5′-TGA GGG AAG CAG CAA CAG CTG
*Calml3*	5′-CAT GAG GCT TCT GGG CTA CAA	5′-GCC AGA ATA AGA TGC AGA AAG TGA
*Cyp4a12b*	5′-TCA CAG AAC AAG ACA GCT CAA ATG	5′-GGG TGG AGG TGA ACA AGG TGA
*Gsta3*	5′-TCA GGC AAC TAT AAG TAC ATA GC	5′-GAA TTG ACA CAG ACG CCT TAG A
*Olfr12*	5′-GGA ATG CTT CTG TGT AGA TCA CTG	5′-GGT AAC TGA GTC CCA CAC TTT CG
*Slc13a4*	5′-AGC GGA CAG TTA CCA AGC ACA G	5′-GTA GGC TTT CTT GAG AGT TGG TG
*Txnip*	5′-TGA AGC ATC TGT ATT AGC GCA TT	5′-GCT GGG GTG TAC CCG TTC
*Tacstd2*	5′-CTC GGC ACC TCA GAC CAG ATG	5′-AGC TCA GCA TCT AGA GAA CTT GTT

### Statistical analysis

Statistical analysis was performed as described earlier^16^. For cell quantification, an unpaired Student’s t-test was used. P < 0.05 was considered statistically significant. For the behavior test, a repeated measures ANOVA model was used to analyze the mean difference between the two groups in time spent on the deep side, after controlling for repeated measurements within each animal.

## Supplementary information

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

## Data Availability

All data associated with this study are included in the paper or its supplementary information file.

How the deposited data were processed for this re-analysis (not part of the article)

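Retinal RNA of 4 *Rbfox2*-/- and 4 control mice was analysed, 1 library per mouse. The groups were taken from the genotype labels and the sample names of Fig. 8B, which give the same groups. The authors aligned paired reads to the mouse mm10 genome with STAR, kept uniquely mapped reads and counted fragments per gene with HTSeq, and deposited these counts without normalization in 1 table of the series. The paper names both a RefSeq and an Ensembl annotation for the counting. Every gene in the table had at least 5 counts in at least 4 mice. The deposited table also gives FPKM values, a signal per mouse that the authors adjusted to a common library size, log2 fold changes, and p-values with FDR from the authors' edgeR comparison. The deposited FPKM values and adjusted signal were not used. The authors' log2 fold changes and p-values were used only for comparison with the values computed here.

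Each gene symbol had 1 row in the table. Genes were placed on GENCODE release M21 (GRCm38, the assembly that mm10 names) by symbol or older symbol, which located 17320 of 17500 genes, and 15052 of the 15066 genes with a chromosome in both sources lay on the same one.

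From the counts, genes were filtered with filterByExpr of edgeR 4.0.16 (R 4.3.3), which kept 16797 genes, normalized by TMM and tested with the quasi-likelihood test, without covariates. Adjusted p-values are Benjamini-Hochberg adjusted over the genes tested. Standard errors were taken as the log2 fold change divided by the square root of the F statistic. Gene families were formed by words in the deposited gene descriptions and tested with camera of limma 3.58.1 on log2 CPM (prior count 2, inter-gene correlation 0.01), adjusted over 9 families, with *Rbfox2* left out. Panels of marker genes were scored per mouse as the mean of log2(CPM + 1) relative to the control mean and compared by exact permutation tests over 70 groupings, adjusted over 17 panels. The smallest two-sided p that 4 mice against 4 allow is 0.0286. The panels were fixed with knowledge of the paper's Tables S1 and S2, before the deposited counts were examined. Since these tables describe the same mice, the panels are not independent of the data.

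The alternatives were DESeq2 1.42.0, edgeR's likelihood ratio and exact tests, limma-voom, limma-trend, upper-quartile normalization, no count filter, at least 10 counts in every sample, leaving out each mouse in turn, leaving out M901 and M902 (the libraries with *Xist*), leaving out genes on X and Y, 1 surrogate variable from sva 3.50.0, and for the families fgsea 1.28.0 with 10000 permutations, an estimated inter-gene correlation and an adjustment for gene length.

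The procedure was tested on simulated counts with 200 genes changed by a factor of 2, drawn from the means and dispersions of the real libraries, the changed genes from those with a mean of at least 100 counts. Of 16714 genes tested, the quasi-likelihood test called 92% of the changed genes and 4 others, and the likelihood ratio test called 98.5% of them and 34 others. With no gene changed, the quasi-likelihood test called 0 genes at an FDR under 0.05 and 145 at p under 0.01. The simulated genes varied independently, whereas real libraries share variation across genes, and a split of the real mice other than the genotype gave 948 genes at p under 0.01. Most changes discussed here are also smaller than a factor of 2. The simulated rates therefore do not carry over to these data.

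The counts on genes summed to between 160630226 and 211283591 per mouse, so that 3 counts correspond to at most 0.0189 CPM. The precision of most genes is therefore limited by the 4 mice per group and less by counting.

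The genes named are those the paper names in its text, Table 3 or Fig. 8A, the 10 with the largest log2 fold change among those with an FDR under 0.05 whose groups did not overlap, the 10 with the lowest p, and members of a panel where a panel is discussed. A gene that falls under this rule is not reported here. The histology, pupillary light reflex, visual cliff and PCR experiments were not analysed here, and neither were the published gene sets of Tables 1 and 2.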

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

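The tests of Y chromosome genes, of surface epithelium genes and of the neighbours of genes other than *Rbfox2* and *Arhgap15* were chosen after the results they bear on were seen. Of 138 groups of 4 mice examined for a mouse far from the others (by its gap to the nearest mouse, divided by the range of the group), 10 had one, where chance gives 6.9, so that single cases carry little weight.

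For 9 genes that the paper does not discuss, the FDR was under 0.05. Their log2 fold changes were 1.68 (*Pm20d1*), 0.98 (*Arhgap15*), 0.89 (*Esr1*), 0.72 (*Angpt2*), 0.52 (*Olfml3*), 0.34 (*Gckr*), -0.44 (*Tprn*), -0.50 (*B3galt5*) and -0.63 (*Folh1*), each in 4 of 4 *Rbfox2*-/- mice beyond the control range. With *Rbfox2* and *Calb1* they make the 11 genes past the threshold, and only 1 of the 35 splits of the 8 mice into 4 and 4, the real one, gave as many. At p under 0.01, 3 of the 35 splits gave as many genes as the real one. A difference in library size was tested by an exact permutation of the total counts (p = 0.686) and was not seen. A difference in sex was examined with M893 and M909, which have low *Xist* and express Y chromosome genes, as the controls do. For 11 of the 11 genes both were outside the control range, although genes past the threshold were almost bound to show this. Without M901 and M902, the log2 fold changes were 1.74 (*Pm20d1*), 0.98 (*Arhgap15*), 0.86 (*Esr1*), 0.76 (*Angpt2*), 0.57 (*Olfml3*), 0.34 (*Gckr*), -0.43 (*Tprn*), -0.49 (*B3galt5*) and -0.68 (*Folh1*), so that the difference in sex that *Xist* marks does not account for them. With 2 mice against 4, none of these 9 genes had an FDR under 0.05. Neighbours of *Rbfox2* within 10 Mb had p under 0.01 in 11 of 262 cases, against 3.84% of genes elsewhere (Fisher's exact test, one-sided, p = 0.428), which gives no sign of a strain segment around the targeted gene. For the 10 other genes, the share of neighbours within 2 Mb with p under 0.05 was compared with that of genes elsewhere in the same way. It was above the share elsewhere for *Calb1*, *Folh1*, *B3galt5* and *Esr1*, most for *Esr1* with 28.6% of 14 neighbours against 13.2% elsewhere (Fisher's exact test, one-sided, p = 0.103), and 0 of the 10 tests had a p under 0.05. With 4 to 85 neighbours per gene this does not exclude a small segment. For *Arhgap15*, 0 of 4 neighbours passed (Fisher's exact test, one-sided, p = 1), too few to decide on a local effect such as a transgene insertion. These genes may be effects of the deletion, but local effects remain as an explanation. The labels give tamoxifen for every mouse, whereas the paper does not say whether the controls received it or corn oil. If they did not, the comparison cannot separate the deletion from the drug.

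*Xist* was high in 2 of 4 *Rbfox2*-/- libraries and in no control, and the difference of the X inactivation panel was 4.65. A candidate explanation is that M901 and M902 came from female mice. All 4 Y chromosome genes examined were lowest in these libraries, for example *Ddx3y* with at most 0.316 CPM against at least 60.5 CPM in the other mice. The labels do not give the sex, so no further test was possible, and sex is partly confounded with genotype in these data.

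*Calml3* and *Cyp4a12b* were far higher in M909 than in the other *Rbfox2*-/- mice (gap to range ratios 0.895 and 0.908). Of the 9 surface epithelium genes tested, 9 were also highest in M909, which is consistent with corneal or conjunctival tissue in that sample. No biological explanation was tested.

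In the control group, M833 was lowest for the retinal ganglion cell panel (0.914), *Rbpms* (0.901) and *Rbfox3* (0.895), genes of ganglion cells. Library size was not low in M833, which had the highest total of all mice. Whether fewer ganglion cells were present or recovered was not tested. Control M894 was lowest for the *Per* clock panel (0.889) and the cone panel (0.955), *Per2* was highest in M902 among *Rbfox2*-/- mice (0.868), and *Pm20d1* was highest in M893 (0.838) and *Ubqln4* lowest in M909 (0.836). No explanation was tested for these.

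All 4 *Rbfox2*-/- mice lay outside the control range for the panels given here, and 0 of 17 panels passed adjustment (adjusted p = 0.0694 for each panel given here and for X inactivation, from exact permutation tests), while 7 had an unadjusted p under 0.05. The differences were -0.534 for the interferon response, -0.498 for the glucocorticoid response, -0.358 for vascular cells, 0.0936 for cone photoreceptors and -0.0798 for horizontal cells. The horizontal cell difference rests on *Calb1*, since without it the score differed by -0.0173. No explanation was tested for the others.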

How the results depend on the processing

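Each gene symbol occurs once in the deposited table, so the alternative of testing repeated symbols separately was not run and shows no stability. With at least 10 counts in every sample, *Cyp4a12b* and *Olfr12* are left out, so that this alternative gives no value for the number of qPCR genes in the paper's direction. The alternatives were chosen before the deposited counts were examined, but with the paper's Tables S1 and S2 known. The *Xist*-expressing libraries were picked from Table S2, so that leaving them out is not independent of these data. Where a result changed, the cause was not tested.

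The log2 fold change of *Rbfox2* kept its direction and an FDR under 0.05 under all 19 alternatives, from -1.43 to -1.38 with each mouse left out. Of the 7 qPCR genes examined, 7 had the paper's direction under the alternatives that tested them all, except for 6 with 1 surrogate variable. *Calb1* kept an FDR under 0.05 in each fit that left out one mouse.

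The number of genes with an FDR under 0.05 was 11 with limma-voom, limma-trend, upper-quartile normalization, no count filter, at least 10 counts in every sample, and without X and Y genes, and the same 11 genes were called each time. It was 457 with DESeq2, 164 with the likelihood ratio test, 154 with the exact test, 5 with 1 surrogate variable, 1 without the *Xist*-expressing libraries, and from 5 to 35 across the 8 fits that each left out one mouse. With DESeq2, the likelihood ratio test and the exact test, the 11 genes were among those called. The number with p under 0.01 was 1073 with DESeq2, 253 without the *Xist*-expressing libraries, 273 with 1 surrogate variable, and from 354 to 995 with one mouse left out.

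Of the 100 genes with the lowest p, 36 were lower without the *Xist*-expressing libraries, and from 48 to 62 with one mouse left out. Of the 100 most abundant with p under 0.01, 46 were lower without the *Xist*-expressing libraries, 44 with 1 surrogate variable, and from 21 to 44 with one mouse left out. Of the Table 3 genes, 9 had p under 0.01 without the *Xist*-expressing libraries, 7 with 1 surrogate variable, and from 10 to 19 with one mouse left out.

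The 7 families that passed fell to 0 with an estimated inter-gene correlation, 0 without the *Xist*-expressing libraries and 0 with 1 surrogate variable, and ranged from 1 to 9 with one mouse left out. With the estimated inter-gene correlation the adjusted p was 0.480 for transcription machinery and mitochondrial ribosomal proteins and 0.469 for the other 5. Without the *Xist*-expressing libraries it was 0.763 for RNA binding, 0.999 for transcription machinery, 0.863 for mitochondrial ribosomal proteins and extracellular matrix, and 0.183 for DNA repair, cilium and synapse, and cytosolic ribosomal proteins reversed (0.721). With 1 surrogate variable it was 0.778 for RNA binding, 0.564 for mitochondrial ribosomal proteins, DNA repair and cilium, and 0.340 for synapse, and transcription machinery and extracellular matrix reversed (0.564 each). With fgsea, ion transport passed (0.000845). With gene length adjusted, synapse no longer passed (0.0621). Extracellular matrix kept an adjusted p under 0.05 in each fit that left out one mouse (3.15e-06 to 0.0292). With one mouse left out, adjusted p ranged from 0.00121 to 0.162 for RNA binding, from 0.00101 to 0.227 for transcription machinery, from 0.00274 to 0.889 for cytosolic ribosomal proteins (direction reversed in 1 fit), from 1.36e-05 to 0.131 for mitochondrial ribosomal proteins, from 0.00310 to 0.0757 for DNA repair, from 0.00433 to 0.0577 for cilium, from 0.0330 to 0.276 for ion transport and from 0.00412 to 0.209 for synapse.

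Among single genes, *Slc13a4* reversed to 0.18 with 1 surrogate variable, *Rbpms* to 0.039, *Ebf1* to 0.030 and *Xist* to -0.085. *Ebf1* was 0.00487 without the *Xist*-expressing libraries. With one mouse left out, *Rbfox1* ranged from -0.090 to 9.83e-05, *Rbfox3* from -0.034 to 0.074 and *Ebf1* from -0.095 to 0.00309. The panel differences ranged from -0.138 to 0.00302 for the lens, from -0.131 to 0.104 for retinal ganglion cells and from -0.0258 to 0.00394 for amacrine cells.

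Of 17 panels, 7 had an unadjusted p under 0.05 and 0 passed adjustment. Since the exact test of 4 mice against 4 gives no p below 0.0286, adjustment over 17 panels leaves little room to pass, and this 0 shows no stability. The clock and ER chaperone panels kept their direction in all 11 alternatives.

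Splits of the 8 mice into 4 and 4 bear on the same results. As many families passed in 4 of the 35 splits. For the single families, a p as low came from 9 splits for RNA binding, 12 for transcription machinery, 28 for cytosolic ribosomal proteins, 12 for mitochondrial ribosomal proteins, 7 for DNA repair, 4 for cilium, 10 for extracellular matrix, 12 for ion transport and 11 for synapse. A share of lower genes as far from even came from 31 splits for the 100 genes with the lowest p and from 9 for the 100 most abundant. Both other splits with as many genes with p under 0.01 as the genotype kept the *Xist*-expressing libraries together, with 948 genes when M833 joined M893, M901 and M902 and 795 when M833 joined M901, M902 and M909. Neither gave a gene with an FDR under 0.05 by the quasi-likelihood test, but the likelihood ratio test called 153 and 162 genes for them, against 164 for the genotype, and 7 and 8 families passed, against 7. Whatever sets M901 and M902 apart, sex included, and the genotype cannot be told apart for these counts. Of the 7 families, 6 passed both before and after the adjustment for gene length. Depth limits the genes with few counts, such as *Olfr12* and *Cyp4a12b*.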

Differences from the paper's values

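The paper's Table S2 lists 169 genes with an FDR under 0.05, against 11 here. Of the alternatives set before the deposited counts were examined, the likelihood ratio test (164) and the exact test (154) fell within 1.5 times the paper's value, and the others did not.

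The paper's top 100 has 29 downregulated and 71 upregulated genes. Among the 100 genes with the lowest p there were 56 and 44. With that ordering, the number of downregulated genes came within 1.5 times the paper's without the *Xist*-expressing libraries (36) and with 1 surrogate variable (39), and not under the other alternatives. The number of upregulated genes came within it under these (64 and 61), with DESeq2 (48), with no count filter (48) and without M893 (52), M901 (51) or M902 (48), and not under the others. When the genes were ordered by abundance, 28 were downregulated and 72 upregulated. In the authors' deposited table, 33 of the 100 genes labelled in Fig. 8B are lower and 67 are higher.

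The paper's Discussion gives *Arntl* as downregulated and *Cry2*, *Per1* and *Per2* as upregulated in *Rbfox2*-/- retinas. The log2 fold changes here were 0.24, -0.16, -0.26 and -0.43, the opposite direction for each, and none changed sign under any alternative. None had an FDR under 0.05 by the quasi-likelihood test. DESeq2 gave adjusted p of 0.00635, 0.0218, 0.000213 and 0.000259 in the same order. The likelihood ratio and exact tests also gave *Arntl*, *Per1* and *Per2* an FDR under 0.05, and the fit without M902 gave *Per2* one. The other alternatives gave none. The signs printed in Table 3 for *Arntl*, *Cry2* and *Per1* have the direction found here, and the column heading of that table names the control first.

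The paper states that *Best2*, *Gsta3*, *Slc13a4*, *Txnip*, *Calml3*, *Cyp4a12b* and *Olfr12* are differentially regulated in the RNA-seq data. Their directions were the paper's here, but none had an FDR under 0.05, and *Slc13a4* had an unadjusted p of 0.203. The likelihood ratio and exact tests gave *Txnip* and *Olfr12* an FDR under 0.05, DESeq2 gave *Olfr12* one, and the fit without M833 gave *Txnip* one. The paper lists *Scn1a*, *Hspa8* and *Hyou1* in Table 3, where the unadjusted p here was 0.0225, 0.0115 and 0.0208. It was under 0.01 for *Scn1a* with DESeq2 and without M833, for *Hspa8* with DESeq2, the likelihood ratio and exact tests and without M909, and for *Hyou1* without M909. The paper gives ion transport as underrepresented, and the family formed here was lower but did not pass (adjusted p = 0.0588 from camera), whereas it passed with fgsea (0.000845) and without M833 (0.0330), M893 (0.0389), M898 (0.0481) or M901 (0.0401). The paper lists ribosomal gene sets as enriched, and the cytosolic ribosomal proteins here did not pass (adjusted p = 0.396 from camera) but did without M898 (0.00274).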

Other observations

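The test of the clock phase was chosen after the result it bears on was seen, and the tests of the ciliary body and of horizontal cells before, although with the paper's tables of fold changes at hand.

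Across the 8 mice, *Best2*, *Gsta3* and *Slc13a4* rose and fell with 8 other genes of the ciliary body and pigment epithelium. The correlation of the 2 scores was r = 0.851 (exact permutation test, p = 0.00913; Spearman's rho = 0.905, p = 0.00456 by the same test), and r = 0.670 without the 2 mice farthest from the median of the panel score. It was 1 relation, and its genes were chosen with knowledge of the paper's Tables S1 and S2. The deviations from the group means gave p = 0.0221 in a permutation test over all 8 mice. This p is approximate, since such deviations can be exchanged only within a group. The correlation of the deviations was r = 0.863, so that the relation was also present within the groups. Different amounts of ciliary body or pigment epithelium in the dissected retinas may therefore contribute to the lower counts of these genes. No test separated this from an effect of the deletion on the same tissue.

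*Calb1*, which the paper uses as a marker in its staining, was lower in 4 of 4 *Rbfox2*-/- mice (log2 fold change -0.40, adjusted p = 0.00341 from edgeR's quasi-likelihood test). If horizontal cells were fewer, their other markers would fall as well. The score of the 5 other horizontal cell genes differed by -0.0173 (exact permutation test, two-sided, p = 0.457), with 3 of 5 genes lower, so that the other markers give no sign of fewer horizontal cells. Lower *Calb1* expression per cell is a hypothesis that these data could not test. The paper describes calbindin staining in *Rbfox2*-/- retinas as seemingly unaffected, a statement about protein that it gives without counts. It also calls calbindin a marker of amacrine cells, so that *Calb1* RNA need not come from horizontal cells alone. Without M901 and M902, the libraries with high *Xist*, the log2 fold change of *Calb1* was -0.43 (adjusted p = 0.0501 from edgeR's quasi-likelihood test, the highest over the alternatives, of which DESeq2 gave the lowest, 1.89e-19), and M893 and M909, with 56.8 and 56.3 CPM, had the lowest levels of all mice, so that the difference in sex that *Xist* marks does not account for it.

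The markers that the paper uses for other cells did not pass an FDR of 0.05. The log2 fold changes were -0.089 for *Rbpms*, -0.049 for *Chat*, 0.26 for *Npy*, -0.037 for *Ebf1*, -0.079 for *Slc6a9*, -0.15 for *Slc17a8* and -0.080 for *Tfap2a*. Of these, *Npy* alone had an unadjusted p under 0.05 (0.00860).

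Of 16 clock genes, 15 moved in the directions expected of a shifted clock, with genes that peak with *Per* lower and genes that peak with *Arntl* higher. This pattern could come from a different clock phase when the tissue was taken or from an effect of the deletion on the clock. A single collection time cannot tell these apart.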
